# Cell differentiation controls iron assimilation in the choanoflagellate *Salpingoeca rosetta*

**DOI:** 10.1128/msphere.00917-24

**Published:** 2025-02-26

**Authors:** Fredrick Leon, Jesus M. Espinoza-Esparza, Vicki Deng, Maxwell C. Coyle, Sarah Espinoza, David S. Booth

**Keywords:** choanoflagellate, cell-type evolution, iron colloid, marine microeukaryote, cytochrome b561

## Abstract

Marine microeukaryotes have evolved diverse cellular features that link their life histories to surrounding environments. How those dynamic life histories intersect with the ecological functions of microeukaryotes remains a frontier to understanding their roles in critical biogeochemical cycles. Choanoflagellates, phagotrophs that cycle nutrients through filter feeding, provide models to explore this intersection, for many choanoflagellate species transition between life history stages by differentiating into distinct cell types. Here, we report that cell differentiation in the marine choanoflagellate *Salpingoeca rosetta* endows one of its cell types with the ability to utilize insoluble ferric colloids. These colloids are a predominant form of iron in marine environments and are largely inaccessible to cell-walled microbes. Therefore, choanoflagellates and other phagotrophic eukaryotes may serve critical ecological roles by cycling this essential nutrient through iron utilization pathways. We found that *S. rosetta* can utilize these ferric colloids via the expression of a cytochrome b561 iron reductase (*cytb561a*). This gene and its mammalian ortholog, the duodenal cytochrome b561 (*DCYTB*) that reduces ferric cations for uptake in gut epithelia, belong to a subgroup of cytochrome b561 proteins with distinct biochemical features that contribute to iron reduction activity. Overall, our findings provide insight into the ecological roles choanoflagellates perform and inform reconstructions of early animal evolution where functionally distinct cell types became an integrated whole at the origin of animal multicellularity.

**IMPORTANCE:**

This study examines how cell differentiation in a choanoflagellate enables the uptake of iron, an essential nutrient. Choanoflagellates are widespread, aquatic microeukaryotes that are the closest living relatives of animals. Similar to their animal relatives, we found that the model choanoflagellate, *S. rosetta*, divides metabolic functions between distinct cell types. One cell type uses an iron reductase to acquire ferric colloids, a key source of iron in the ocean. We also observed that *S. rosetta* has three variants of this reductase, each with distinct biochemical properties that likely lead to differences in how they reduce iron. These reductases are variably distributed across ocean regions, suggesting a role for choanoflagellates in cycling iron in marine environments.

## INTRODUCTION

Phagotrophic microeukaryotes support the flow of nutrients in their environments by feeding on bacteria, picophytoplankon (1), and viruses (2, 3). Phagotrophs can further breakdown essential nutrients that form insoluble precipitates (e.g., iron [4], phosphates [5], and polysaccharides [6, 7]), thereby liberating nutrients that would otherwise be inaccessible to phytoplankton (4, 8) and bacteria (9) that drive critical biogeochemical cycles (10, 11). Of the phagotrophs that support these nutrient cycles, choanoflagellates distinguish themselves as highly efficient filter feeders that are widely distributed in aquatic environments (12–14). Choanoflagellates can ingest an array of prey (1–3) and inorganic particles (15); however, it remains unknown how choanoflagellates—and most other phagotrophs—digest nutrients and release them into the surrounding environment. Investigating those molecular mechanisms has historically been hindered by the limited number of systems and genetic tools established for marine microeukaryotes (16, 17). Molecular insights would better establish the specific functions that phagotrophs perform in marine ecosystems, rather than ascribe those functions from potentially misleading genomic comparisons (18).

The environments where choanoflagellates may influence nutrient cycles depend on their life history. Choanoflagellates transition between different stages of their life history by differentiating into distinct cell types (12, 19, 20). In the emerging model choanoflagellate *Salpingoeca rosetta*, diverse environmental cues promote the transitions between different types of cells (21) (Fig. 1A). Under nutrient-replete conditions, sessile thecate cells differentiate into motile slow swimmers that can proliferate as single cells or chains of cells connected through intercellular bridges (21–23). In response to specific bacterial (24–26) and algal (27) cues, slow swimmers develop into rosettes, which are multicellular colonies that form through serial cell division (28). As rosettes or slow swimmers starve, they become fast swimmers, and under prolonged nutrient limitation, fast swimmers differentiate into thecates that can proliferate under similarly harsh conditions (21). The recapitulation of these cell type transitions in the laboratory makes *S. rosetta* a promising model to investigate how a marine microeukaryote integrates environmental signals to produce distinct cell types. However, the potential functions that *S. rosetta* cell types could perform in their environments remain to be uncovered, as choanoflagellate cell types have mostly been defined through their morphological features (19, 21, 28, 29) rather than molecular and metabolic functions.

**Fig 1:**
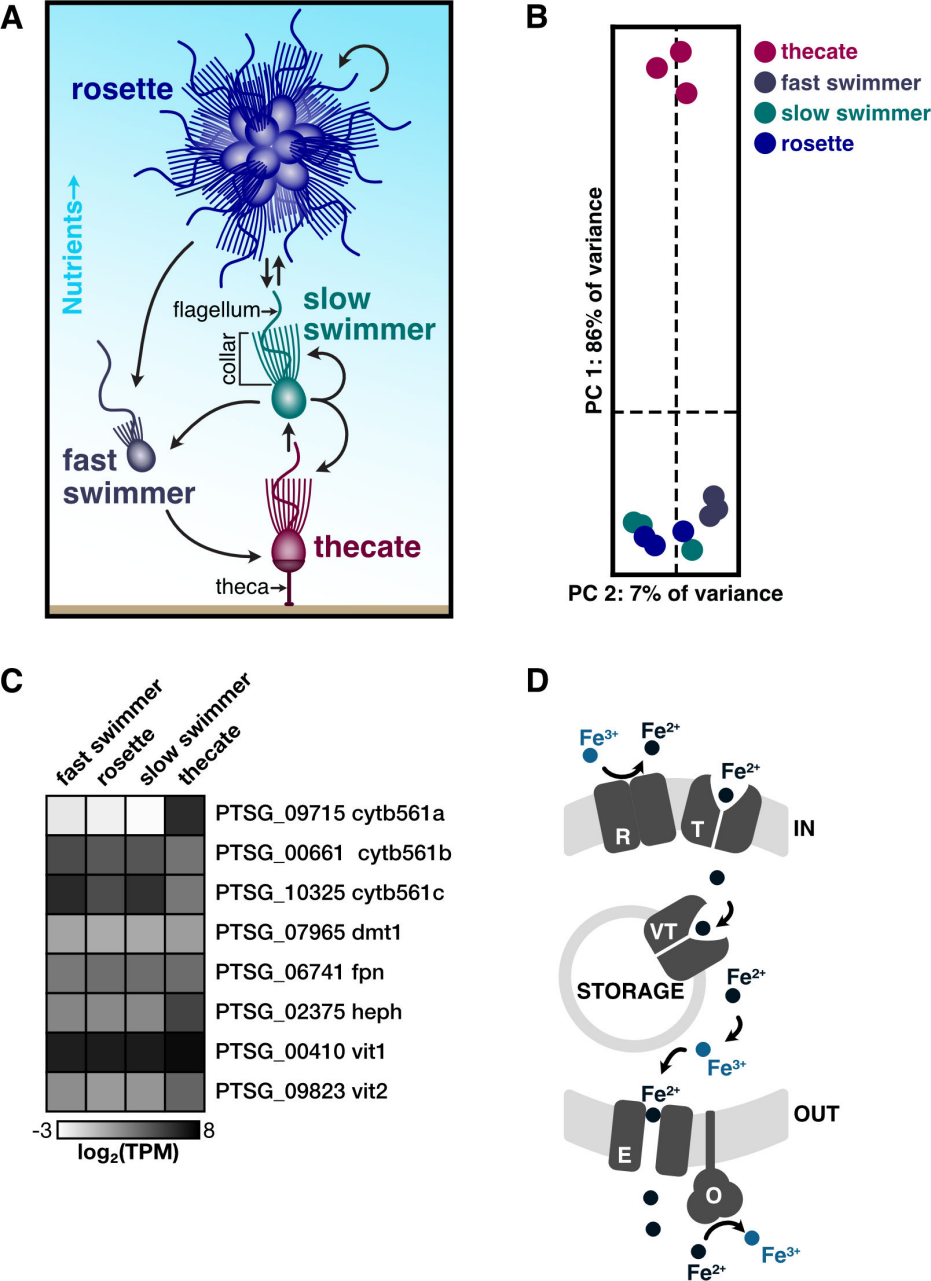
Thecates from the choanoflagellate *S. rosetta* are a distinct cell type that upregulates a cytochrome b561 reductase. (**A**) *S. rosetta* differentiates into morphologically distinct cell types. This schematic shows four of the cell types from *S. rosetta* that were stably cultured to produce transcriptome profiles. All of these cell types display the common choanoflagellate cell architecture in which an apical flagellum is encircled by a collar of actin-filled microvilli (indicated on the slow swimmer) that enables choanoflagellates to phagocytose bacteria and particulate matter. When nutrients are abundant, slow swimmers (green) respond to bacterial and algal cues to develop into multicellular rosettes (blue) that form by serial cell division. Cultures of slow swimmers also form chains of cells through serial cell divisions, but those chains are easily disrupted by mechanical force. Under starvation, slow swimmers and rosettes become fast swimmers (gray), which have a reduced cell body and collar with a longer flagellum. Under sustained nutrient deprivation, fast swimmers differentiate into thecates (red), a type of cell that adheres to substrates by constructing an extracellular apparatus called a theca. Thecates still proliferate in low nutrient conditions by dividing into swimmers that build their own theca. By taking the supernatant of thecate cultures in high nutrient conditions, thecates can then differentiate into slow swimmers. (**B**) The transcriptome profile of thecates stands apart from all other cell types. A principal component analysis of triplicate RNA-seq profiles from each cell type (panel A) shows that 86% of the variance between samples is attributed to the thecate transcriptome profile. All other cell types cluster closely together. (**C**) Cell-type expression of iron acquisition genes identified *S. rosetta* cell types. Genes are denoted by unique identifiers for *S. rosetta* genes and gene names that were given in this work based on their homology with animals. Expression values are averaged triplicate values of transcripts per million (TPM) from cell type transcriptomes (B). Of all genes and paralogs, *cytb561a* exhibits the most striking differential regulation. (**D**) Diagram of iron transport pathway based on identified iron acquisition homologs. We hypothesize one or more Cytb561 reductases (R) reduce ferric iron to ferrous iron to be trafficked across the cell membrane by ion transporter Dmt1 (T). Inside the cell, ferrous iron can be metabolized and utilized or stored in vacuoles by vacuolar transporters Vit1/2 (VT). Upon leaving the cell, ferrous iron is exported across the membrane by Fpn as an efflux pump (E] )and finally oxidized back to ferric iron by the oxidase Heph (O).

Uncovering cell-type-specific function(s) in choanoflagellates promises to illuminate how specialized cell types evolved as multicellular development originated in animals, the closest living relatives of choanoflagellates. Cell differentiation is markedly different in animals compared with their unicellular relatives. In animals, cells differentiate from pluripotent progenitors into terminal cell types with specific functions in building and connecting complex tissues (30). In choanoflagellates, filasterea, and teretosporea—which, together with animals, form the Holozoan clade—cells reversibly differentiate to transition between life history stages and environmental contexts (21, 31–34), but there is little evidence of what role(s) those differentiated cell types perform in their environment. Cell-type-specific differences in metabolic functions could impact the surrounding environment where those microeukaryotes reside (35). Functional differences between the cell types of non-animal holozoans would further substantiate the hypothesis that animals co-opted functionally specific cell types to evolve their multicellular bodies (36–42).

We set out to identify the functional differences between choanoflagellate cell types by first refining the transcriptomes of rosettes, slow swimmers, thecates, and fast swimmers from *S. rosetta*. In doing so, we found one gene encoding a cytochrome b561 iron reductase that was highly expressed in the thecate cell type. An ortholog of this gene, the mammalian duodenal cytochrome b561 (*DCYTB*) regulates iron transport across the gut epithelium (43). By comparing the growth of thecates and slow swimmers in the presence of different sources of iron, we observed that thecates could ingest insoluble ferric colloids and assimilate iron from these particles for enhanced growth. With CRISPR/Cas9 genome editing, we established that the thecate-specific expression of a cytochrome b561 iron reductase is necessary for the improvement in growth. A phylogeny of cytochrome b561 homologs uncovered functional differences between cytochrome b561 proteins that may influence how different homologs reduce iron. The cytochrome b561 homologs have variable copy numbers across choanoflagellate lineages, and metatranscriptomic and metagenomic data from the open ocean revealed distinct distributions of gene abundance and expression. Overall, these results demonstrate at least one environmental function of a choanoflagellate controlled by cell differentiation. This function—the assimilation of iron from ferric colloids—further points to the importance of choanoflagellates in relieving nutrient limitations in open ocean environments by digesting insoluble, essential nutrients.

## RESULTS

### Thecates display a different transcriptome profile than other cell types

We refined previous *S. rosetta* transcriptomes (44) to uncover functional differences between cell types reflected in their gene expression profiles (Table S1). To improve those transcriptomes, we took advantage of methods to stably culture thecate, slow swimmer, rosette, and fast swimmer cell types (Fig. 1A) in monoxenic strains of *S. rosetta* that feed on the bacterium *Echinicola pacifica* (22, 23, 45). Slow swimmers, rosettes, and fast swimmers were derived from a common strain (PRA-390), whereas thecates were from another strain (HD1) that was isolated during the initial establishment of monoxenic cultures (22). 

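The RNA-seq data covered 12 libraries, with 3 replicate cultures each of slow swimmers, rosettes, fast swimmers, and thecates. Slow swimmers, rosettes, and fast swimmers were grown in 5% sea water complete medium, and thecates were grown in 10% Cereal Grass Media 3. Rosettes were induced with outer membrane vesicles of the bacterium *Algoriphagus machipongonensis*. By the methods, cultures were grown at 22°C for 48 h, except that fast swimmers were grown for 72 h and then shifted to 30°C for 2.75 h before harvest. The text deposited with the libraries gives 37°C for this shift. Table S1 lists 23°C and 73 h for fast swimmer 2, 24°C and 74 h for fast swimmer 3, and consecutively numbered Cereal Grass Media for the 3 thecate cultures. The values of the methods are used here. Thecates differed from the other cell types in strain and in medium, so a comparison of thecates with any other cell type among these libraries is also a comparison of strains and of media.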

We also developed a method to preferentially lyse *S. rosetta* while discarding their feeder bacteria to harvest mRNA from *S. rosetta* with a single round of poly-A selection (Fig. S1) rather than previous methods that relied on multiple rounds of selection to deplete contaminating RNAs from bacteria (44, 46). 

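The authors mapped the reads of each library with kallisto, which assigns reads to transcripts and estimates how many reads each transcript received, to the Ensembl Protists release 58 transcriptome, and quantified them with sleuth. The deposited table lists 10832 genes with a normalized estimated count and a TPM value for each library. The count had been divided by a size factor of that library. The TPM values had also been scaled, but not by that factor. They sum to between 848412 and 1339140 per library rather than to the same total, with the highest sums in thecates. Estimated reads on the listed genes, recovered from the size factors, ranged from 20950988 to 53038192 in slow swimmers (median 25119747), from 10854486 to 40155998 in rosettes (median 18788096), from 19893968 to 24982474 in fast swimmers (median 23527755), and from 20151543 to 29558653 in thecates (median 21443546). Before mapping, Table S1 gives between 12427280 and 61303335 read pairs per library. Every listed gene had at least 5 estimated reads in at least 6 of the 12 libraries, so the table holds no gene that reached 5 reads in thecates alone. TPM values were compared on the scale of log2(TPM + 0.5) with limma, with 1 coefficient per cell type over all 12 libraries and Benjamini-Hochberg adjustment over all genes. A gene was called at an adjusted *p* under 0.01 and a fold change above 2. The added 0.5 shrinks the fold change of a gene with a low TPM.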

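In a principal component analysis of log2(CPM + 1) over the 10832 genes, where CPM is the normalized estimated count times the same constant in all libraries, the first component held 84.2% of the variance among the 12 libraries. The second held 8.9% and the third 2.7%. The 3 thecate libraries had scores from 145.4 to 152.4 on the first component, whereas the 9 other libraries had scores from -59.9 to -32.4. Thecates were also separated on the first component in the 6 other transformations tried and with each library left out in turn. The share of the first component depended on the transformation and was 85.8% for normalized counts without a log, 96.5% for the 500 genes with the highest variance, and 61.0% with each gene scaled to unit variance.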

A principal component analysis of these improved transcriptomes emphasized the difference between the thecate cell type compared with slow swimmers, rosettes, and fast swimmers (Fig. 1B) with the first principal component accounting for 86% of the variance and clearly separating thecates from all other cell types. 

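Replicates of slow swimmers and of rosettes did not consistently lie closer to each other than to the other of these 2 cell types. The 3 fast swimmer libraries lay at distances from 17.9 to 51.6 of each other, and the smallest distance from any of them to a slow swimmer or rosette was 53.7. The pseudo-F of a PERMANOVA, which compares distances between cell types with distances within them, was 2.94 over these 9 libraries, and 20 of the 280 ways to split the libraries into groups of 3, the real one included, gave a value as large (exact permutation test, one-sided, *p* = 0.0714). Without slow swimmer 1, the pseudo-F was 5.05 (exact permutation test, one-sided, *p* = 0.0429), and across the 9 fits that each left out a library this *p* ranged up to 0.225, without fast swimmer 2. The distance between rosettes and slow swimmers was not larger than the spread between replicates, with a pseudo-F of 0.34 (exact permutation test, one-sided, *p* = 0.7). The pseudo-F was 3.57 for fast swimmers and slow swimmers (exact permutation test, one-sided, *p* = 0.2) and 5.84 for fast swimmers and rosettes (exact permutation test, one-sided, *p* = 0.1, the smallest that 3 libraries against 3 allow). Slow swimmer 1 lay closer to rosette 1, at a distance of 38.0, than to slow swimmers 2 and 3, at 73.5 and 72.7. For single genes, limma called 0 genes between rosettes and slow swimmers, with 111 of 10832 genes at an unadjusted *p* under 0.05. These comparisons do not use the replicate number, although same-numbered rosettes and slow swimmers deviated together. With the number as a replicate block and only these 6 libraries, which was tried after the data were seen, limma called 0 genes and 935 had an unadjusted *p* under 0.05, compared with 97 without the block and 542 by chance. Between fast swimmers and slow swimmers it called 267 genes, 105 higher and 162 lower in fast swimmers. Between fast swimmers and rosettes it called 392 genes, 148 higher and 244 lower. Both counts changed widely when a single library was left out. Leaving out a library also leaves fewer replicates, so a lower count need not mean that the library carried the difference. For fast swimmers and slow swimmers, the count was 1 without fast swimmer 2 or 3, 4 without slow swimmer 2, 43 without slow swimmer 3, 135 without thecate 2, 165 without rosette 3, 568 without fast swimmer 1, and 738 without slow swimmer 1. The balance of directions moved as well, with 371 genes higher and 367 lower in fast swimmers without slow swimmer 1, 265 higher and 303 lower without fast swimmer 1, and 10 higher and 33 lower without slow swimmer 3. For fast swimmers and rosettes, the count ranged from 48 without fast swimmer 2 to 715 without slow swimmer 1. Here too the balance moved, with 343 higher and 372 lower in fast swimmers without slow swimmer 1, and 313 higher and 354 lower without fast swimmer 1. After scaling to the same total, 104 were higher and 322 lower.

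**Figure D1:**
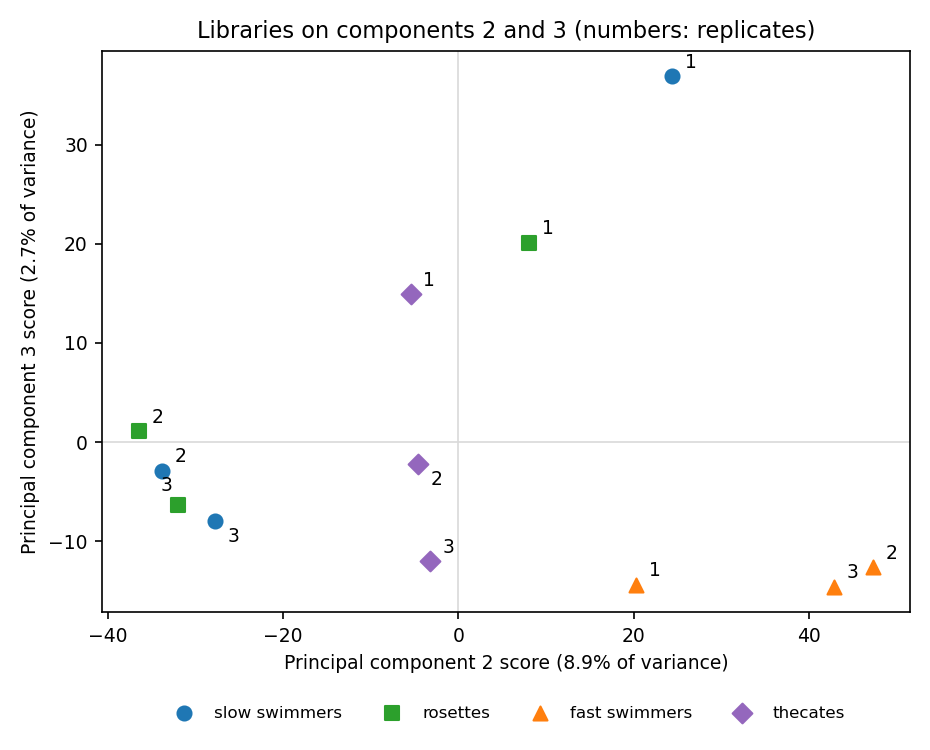
Scores of the 12 libraries on principal components 2 (horizontal axis) and 3 (vertical axis) of log2(CPM + 1), with 1 point per library and the replicate number beside it. On component 2, slow swimmer 1 and rosette 1 have scores of 24.4 and 8.1, and replicates 2 and 3 of both cell types lie between -36.4 and -27.7.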

Although these results are consistent with previous gene expression profiles that found thecates separated from other types of cells (44, 47), the replicate measures in our data do not show a clear difference between slow swimmers, rosettes, and fast swimmers, suggesting that these three cell types are phenotypically plastic states.

The contrast between thecates and other cell types prompted us to investigate what unique functions thecates may perform. 

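Between thecates and slow swimmers, limma called 5370 of 10832 genes, or 49.6%. Of these, 2780 were higher and 2590 were lower in thecates. The number depended most on how the threshold on the fold change was set. It fell to 2989 when each gene was tested against a 2-fold change in place of a filter on its estimate. The balance of higher and lower genes depended on the scaling. After each library's TPM values were scaled to the same total over the listed genes, an alternative chosen after the data were seen, 2050 genes were higher and 3435 were lower in thecates, and the log2 fold change of a gene moved by -0.39 in the median. Of the genes called, 4640 were called in the same direction under both scalings. That 0 were called in opposite directions is no test, since a shift of this size is too small to reverse a call. The 2 called genes with the largest increases were PTSG_13157, from 0.098 ± 0.0335 TPM (SD, n = 3) in slow swimmers to 1404 ± 336 TPM (SD, n = 3) in thecates, and PTSG_05467, from 0.105 ± 0.0353 TPM (SD, n = 3) to 1364 ± 618 TPM (SD, n = 3). Each slow swimmer library held between 2 and 15 estimated reads on these genes. Their log2 fold changes were 11.17 (standard error 0.20, adjusted *p* = 3.94e-12 from limma) and 11.02 (standard error 0.28, adjusted *p* = 4.73e-11 from limma). The 2 with the largest decreases were PTSG_07627 and PTSG_03104. PTSG_07627 was at 427 ± 180 TPM (SD, n = 3) in slow swimmers and had 2 or fewer estimated reads in each thecate library, so it was at least 3142-fold lower in thecates. PTSG_03104 was at 431 ± 56.6 TPM (SD, n = 3) in slow swimmers and 0.094 ± 0.0605 TPM (SD, n = 3) in thecates, with a log2 fold change of -9.50 (standard error 0.15, adjusted *p* = 2.93e-12 from limma). The files do not pair these 4 identifiers with gene names.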

By comparing thecates to slow swimmers, we identified a set of genes that reproducibly (*q* < 0.01, note that *q* is a *P*-value adjusted for multiple comparisons) displayed a greater than 2-fold change in gene expression in thecates. We analyzed this set of genes for common gene ontologies (GO) (48–52) that indicated functional categories enriched in thecates, keeping in mind that GO analysis may underestimate functional differences between cell types due to incomplete genome annotations in this emerging model system (53). Genes upregulated in thecates were clearly enriched for functional modules (Fig. S2) implicated in cell signaling (e.g., nucleotide binding, protein kinase, protein phosphatase, calcium binding, metal ion transporter, guanylate cyclase, and G-protein coupled receptor), gene regulation (e.g., transcription factor and ribosome component), and metabolism (e.g., nucleotide binding, oxidoreductase, glycosyl hydrolase, metal ion transporter, carbohydrate binding, sulfuric ester hydrolase, and ascorbic acid binding). In contrast, swimmers expressed modules for cell division, RNA processing, and oxidative metabolism (Fig. S2). This comparative analysis highlighted a gene (PTSG_09715; Fig. 1C, row 1) with 502-fold higher expression in thecates compared with slow swimmers (*q* < 10^−40^) that was annotated as an oxidoreductase (GO:0016491) composed of a single cytochrome b561 iron reductase domain (Pfam 03188), leading us to rename this gene *cytb561a*.

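The gene *cytb561a* was at 70.8 ± 4.80 TPM (SD, n = 3) in thecates and 0.141 ± 0.0839 TPM (SD, n = 3) in slow swimmers. The ratio of these means was 501.4. Its log2 fold change on the scale of log2(TPM + 0.5) was 6.80 (standard error 0.13, adjusted *p* = 7.96e-12 from limma). All 3 thecate libraries, at 65.3 to 73.6 TPM, stood above all 3 slow swimmer libraries, at 0.0822 to 0.237 TPM. The low level in slow swimmers limits the precision of the ratio. It rested on 3, 3, and 17 estimated reads in slow swimmers 1, 2, and 3, against 1593, 1441, and 2645 in the thecate libraries. The ratio was 759.6 without slow swimmer 3 and 414.8 without slow swimmer 1, and it was 111.2 with 0.5 TPM added to both means. The gene was called in each of the 12 fits that left out a library. By log2 fold change, *cytb561a* ranked 54 among the 10832 genes. In the legend of Fig. 1C, which shows averaged TPM values, the paper states that among these genes and paralogs the regulation of *cytb561a* is the most striking.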

To determine if other genes involved in iron metabolism may also be differentially regulated, we searched the genome of *S. rosetta* for homologs of well-annotated iron acquisition genes (Fig. 1C; https://doi.org/10.6084/m9.figshare.28225106). 

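In thecates, *cytb561b* (PTSG_00661) was at 8.32 ± 1.07 TPM (SD, n = 3), compared with 20.5 ± 8.04 TPM (SD, n = 3) in slow swimmers. The mean was 2.467-fold higher in slow swimmers. The log2 fold change of thecates over slow swimmers was -1.20 (standard error 0.29, adjusted *p* = 0.0032 from limma), and all 3 thecate libraries were lower than all 3 slow swimmer libraries. The call did not hold in every fit that left out a library. Without slow swimmer 1, at 29.7 TPM, the log2 fold change was -0.90 (adjusted *p* = 0.0104 from limma), and the adjusted *p* also rose above 0.01 without thecate 2 or thecate 3. The other paralog, *cytb561c* (PTSG_10325), was at 7.51 ± 1.24 TPM (SD, n = 3) in thecates and 59.4 ± 82.4 TPM (SD, n = 3) in slow swimmers. This mean came mostly from slow swimmer 1, at 154.5 TPM, whereas slow swimmers 2 and 3 were at 10.6 and 13.0 TPM. The log2 fold change of -1.84 (standard error 0.99, adjusted *p* = 0.111 from limma) was not larger than the spread between replicates. It was -0.62 without slow swimmer 1.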

We found two additional paralogs of the cytochrome b561 reductase: *cytb561b,* which had 2.5-fold lower expression in thecates (*q* < 10^−3^), and *cytb561c,* which was not differentially expressed (*q* > 0.1). 

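The expression of *dmt1* (PTSG_07965) was 2.37 ± 0.356 TPM (SD, n = 3) in thecates and 1.68 ± 0.0402 TPM (SD, n = 3) in slow swimmers, a log2 fold change of 0.39 (standard error 0.18, adjusted *p* = 0.0744 from limma) that did not pass the threshold. For *fpn* (PTSG_06741), the means of 10.2 ± 1.86 TPM (SD, n = 3) in thecates and 9.92 ± 1.05 TPM (SD, n = 3) in slow swimmers were indistinguishable, with a log2 fold change of 0.03 (standard error 0.18, adjusted *p* = 0.872 from limma) whose sign changed with normalized counts in place of TPM, with the scaling, and without slow swimmer 1, thecate 2, or thecate 3. In contrast, *heph* (PTSG_02375) rose from 4.41 ± 0.469 TPM (SD, n = 3) in slow swimmers to 35.1 ± 3.84 TPM (SD, n = 3) in thecates. The ratio of these means was 7.954, and the log2 fold change was 2.86 (standard error 0.14, adjusted *p* = 6.86e-09 from limma). Its log2 fold change stayed between 2.77 and 2.92 across the 12 fits that each left out a library.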

We further identified putative iron acquisition genes in *S. rosetta* based on the presence of protein domains that mediate iron transport in animals: *dmt1*, a homolog to the animal divalent metal transporter 1 (*DMT1*); *fpn,* a homolog to ferroportin (*FPN*), which is a ferrous efflux transporter; and *heph,* a homolog of the ferrous oxidase hephaestin (*HEPH*), which displayed 8-fold higher expression in thecates than slow swimmers (*q* < 10^−30^). Additionally, two paralogs of vacuolar iron transporters (*vit1* and *vit2*), which help store iron in the vacuoles of fungal cells (54, 55), were expressed in *S. rosetta*. Of those two genes, only the expression of *vit2* increased in thecates (4.4-fold, *q* < 10^−10^). Together, these homologs represent a putative module for iron import, storage, and export (Fig. 1D), in which reductases [R] reduce iron for transport across membranes by transporters [T], iron may be stored in vacuoles by vacuolar transporters [VT], and iron is exported by an efflux transporter [E] and oxidized by an oxidase [O]. 

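In slow swimmers, *vit1* (PTSG_00410) was at 114.5 ± 6.36 TPM (SD, n = 3) and *vit2* (PTSG_09823) at 3.00 ± 0.486 TPM (SD, n = 3). The levels were similar in the other cell types of the same strain. In rosettes, *vit1* was at 111.7 ± 10.6 TPM (SD, n = 3) and *vit2* at 2.57 ± 0.247 TPM (SD, n = 3). In fast swimmers, *vit1* was at 104.6 ± 7.54 TPM (SD, n = 3) and *vit2* at 3.82 ± 0.543 TPM (SD, n = 3). No difference between these 3 cell types passed the threshold for either gene.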

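In thecates, *vit2* was at 13.1 ± 3.14 TPM (SD, n = 3), and the ratio of its mean to that of slow swimmers was 4.364. Its log2 fold change was 1.94 (standard error 0.18, adjusted *p* = 1.84e-06 from limma), and it stayed between 1.76 and 2.06 with each library left out in turn. The level of *vit1* in thecates was 184.9 ± 30.7 TPM (SD, n = 3), a ratio of 1.614. All 3 thecate libraries were above all 3 slow swimmer libraries. The log2 fold change of *vit1*, 0.68 (standard error 0.15), had an adjusted *p* of 0.0013 from limma but was below the 2-fold threshold. After each library's TPM values were scaled to the same total, which was tried after the data were seen, it was 0.27 (adjusted *p* = 0.114 from limma). Across its 9 alternatives, the adjusted *p* of *vit1* from limma ranged from 0.00083 to 0.114.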

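Of the 7 iron genes other than *cytb561a*, 3 were called between thecates and slow swimmers. These were *cytb561b*, which was lower in thecates, and *heph* and *vit2*, which were higher. These 3 directions and calls were the same in the 9 alternatives tried, but *cytb561b* lost its call in 3 of the 12 fits that left out a library, without slow swimmer 1, thecate 2, or thecate 3. The number at an adjusted *p* under 0.01 was 4 of 7 over all genes tested, and 4 of 7 adjusted over the list alone. The fourth gene was *vit1*. The study chose this list by homology and domain searches. Between rosettes and slow swimmers, the log2 fold changes of the 7 genes ranged from -0.83 for *cytb561c* (PTSG_10325) to -0.02 for *heph* (PTSG_02375), and 0 of them had an unadjusted *p* under 0.05. With the replicate number as a replicate block and only these 6 libraries, which was tried after the data were seen, 1 of the 7 had an unadjusted *p* under 0.05. This was *cytb561c*, which was lower in the rosette of all 3 pairs, with a standard error of 0.16 and an adjusted *p* of 0.557 from limma. Between fast swimmers and slow swimmers, 0 of the 7 were called, and 1 of them, *fpn*, had an unadjusted *p* under 0.05. Between thecates and rosettes, *heph* had a log2 fold change of 2.88 (standard error 0.14, adjusted *p* = 6.43e-09 from limma) and *vit2* (PTSG_09823) one of 2.13 (standard error 0.18, adjusted *p* = 8.62e-07 from limma).

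**Figure D2:**
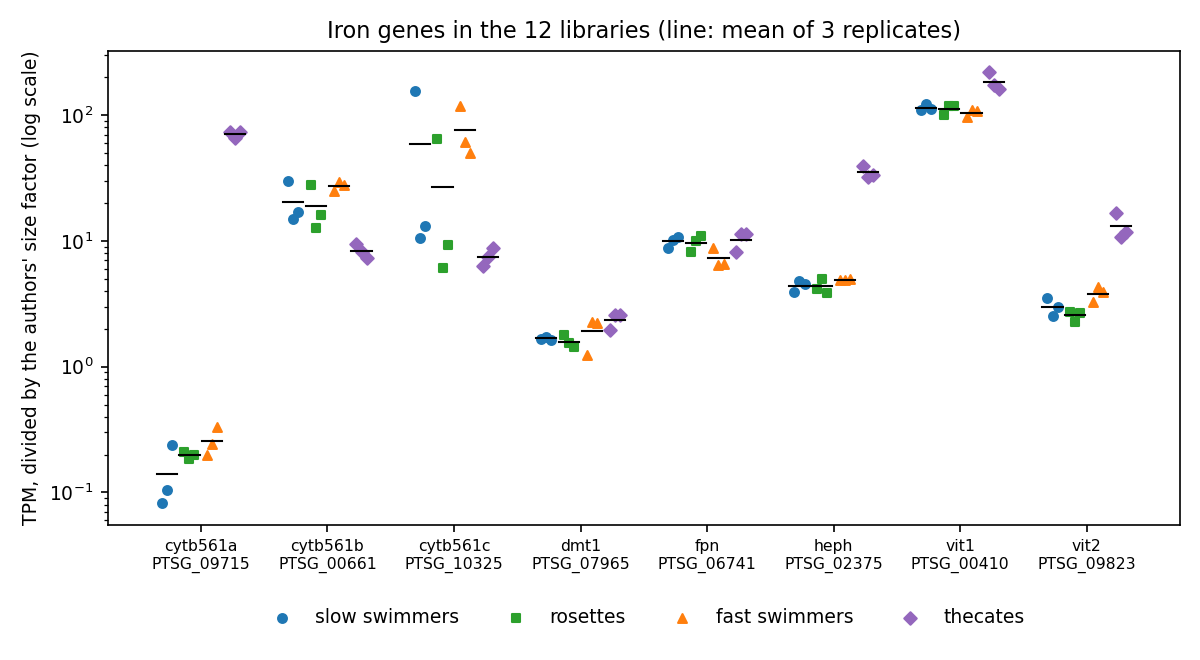
TPM, as scaled by the authors, of the 8 iron genes in the 12 libraries on a log axis, with 1 point per library and a line at the mean of the 3 replicates of each cell type. The axis label names the authors' size factor, but what the TPM values were divided by was not established. The 3 thecate libraries of *cytb561a* lie above its other 9 libraries, and *cytb561c* varies widely between replicates of slow swimmers and of rosettes.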

Overall, the genes within this module have consistent expression across cell types, except for *cytb561a*. Therefore, we further investigated how *cytb561a* influences iron acquisition in thecates.

### *cytb561a* expression improves thecate cell growth with ferric colloids

Given the role that oxidoreductases perform in diverse eukaryotes to regulate iron acquisition (56–59), we hypothesized that the strong induction of *cytb561a* could enable thecates to reduce ferric ions from the environment for internalization through a divalent metal transporter. We first tested if thecate and slow swimmer cultures that were derived from the same initial strain (PRA-390) grew differently as the concentration and source of ferric ions were varied. Ferric ions were added to an iron-depleted media formulation (Fig. 2A; Table S2) as either soluble ferric EDTA (Fe^3+^•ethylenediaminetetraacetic acid) or as insoluble ferric colloids (Fe^3+^(oxyhydr)oxides) (60). Both forms of iron are ecologically important(61, 62), for models based on environmental sampling predict that 40% of the world’s surface ocean waters rely on colloidal sources of iron and 18% on soluble iron chelates (61).

**Fig 2:**
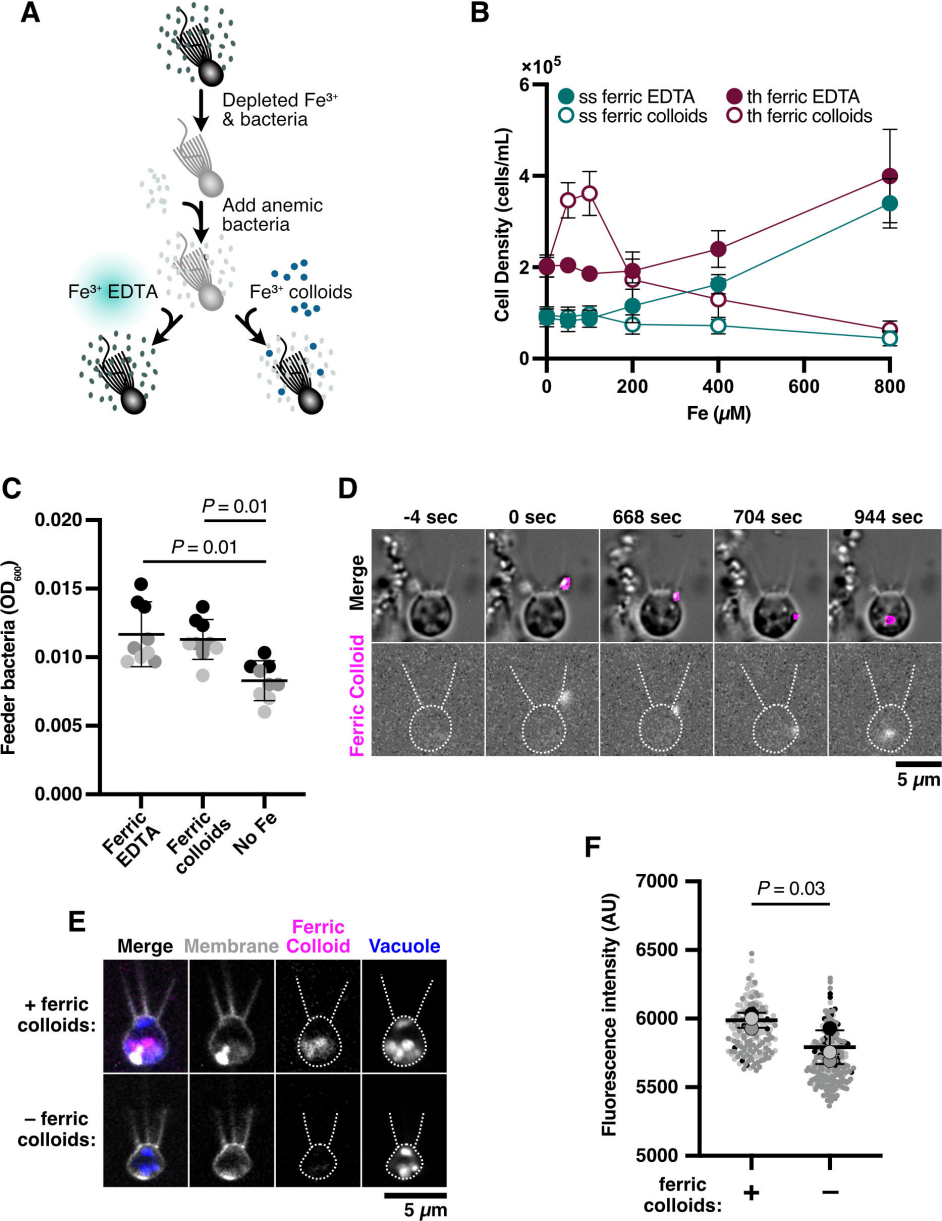
Thecates relieve iron limitation through the ingestion of ferric colloids. (**A**) A method to swap iron sources that support choanoflagellate growth. In preparation for iron limitation assays, *S. rosetta* (strain PRA-390) was passaged in low-nutrient media and depleted of iron. Cells were then washed multiple times and inoculated with iron-limited feeder bacteria. At the same time, ferric EDTA (Fe^3+^•EDTA) or ferric colloids (Fe^3+^) were provided. Cultures grew for 48 h at 27°C before assaying *cytb561a* growth (B) (Fig. 3B; Fig. S3) and expression (Fig. 3C; Fig. S7). (**B**) Thecates exhibit improved growth with low concentrations of ferric colloids compared with slow swimmers. The cell density of slow swimmer and thecate cultures when grown with titrations of ferric EDTA or ferric colloids. Ferric colloids at 50–100 μM ferric colloids supported higher cell densities for thecates. Meanwhile, higher concentrations of ferric EDTA (≥ 200 µM) supported higher growth in both cell types compared with ferric colloids. However, the cell density of cultures grown with 800 µM ferric EDTA did not exceed that of thecates grown with 100 µM ferric colloids. (**C**) *E. pacifica* grows similarly with ferric EDTA or ferric colloids. Because ferric colloids would influence OD600 measurements in a standard growth curve experiment, *E. pacifica* cultures were grown for 48 h with 100 µM ferric EDTA or ferric colloids and then lightly centrifuged at 500 × *g* for 1 min at room temperature to settle iron particulates. Afterward, the supernatant OD_600_ was measured. Gray scale represents matching replicates, the black bar denotes the global mean, and *P-*values were calculated using Tukey’s multiple comparisons. (**D**) Thecates ingest ferric colloids through phagocytosis. Time courses of wild-type thecates incubated with fluorescently labeled ferric colloids (see methods on ferric colloid labeling). Fluorescent ferric colloid particles were tracked (magenta outline) and observed being ingested and internalized through phagocytosis. The cell outline and feeding collar are marked by dotted lines. The zero-time point indicates initial contact with the ferric colloid particle. (**E**) Ingested ferric colloids reside within food vacuoles. Confocal microscopy of wild-type thecates incubated with and without fluorescently labeled ferric colloids. Split channels show membranes (gray), ferric colloids (magenta), and vacuoles (blue). The cell outline and feeding collar are marked by dotted lines. (**F**) Populations of thecates exhibit widespread ferric colloid ingestion. Fluorescence intensity of thecate cultures incubated with (+) and without (–) fluorescently labeled ferric colloids. Individual cell intensities from a replicate experiment (*N* = 3) are shaded in the same gray hue, and larger circles indicate the mean calculated by fitting a gamma distribution to a replicate population. *P-*values were calculated from the mean values with a one-tailed *t*-test.

**Fig 3:**
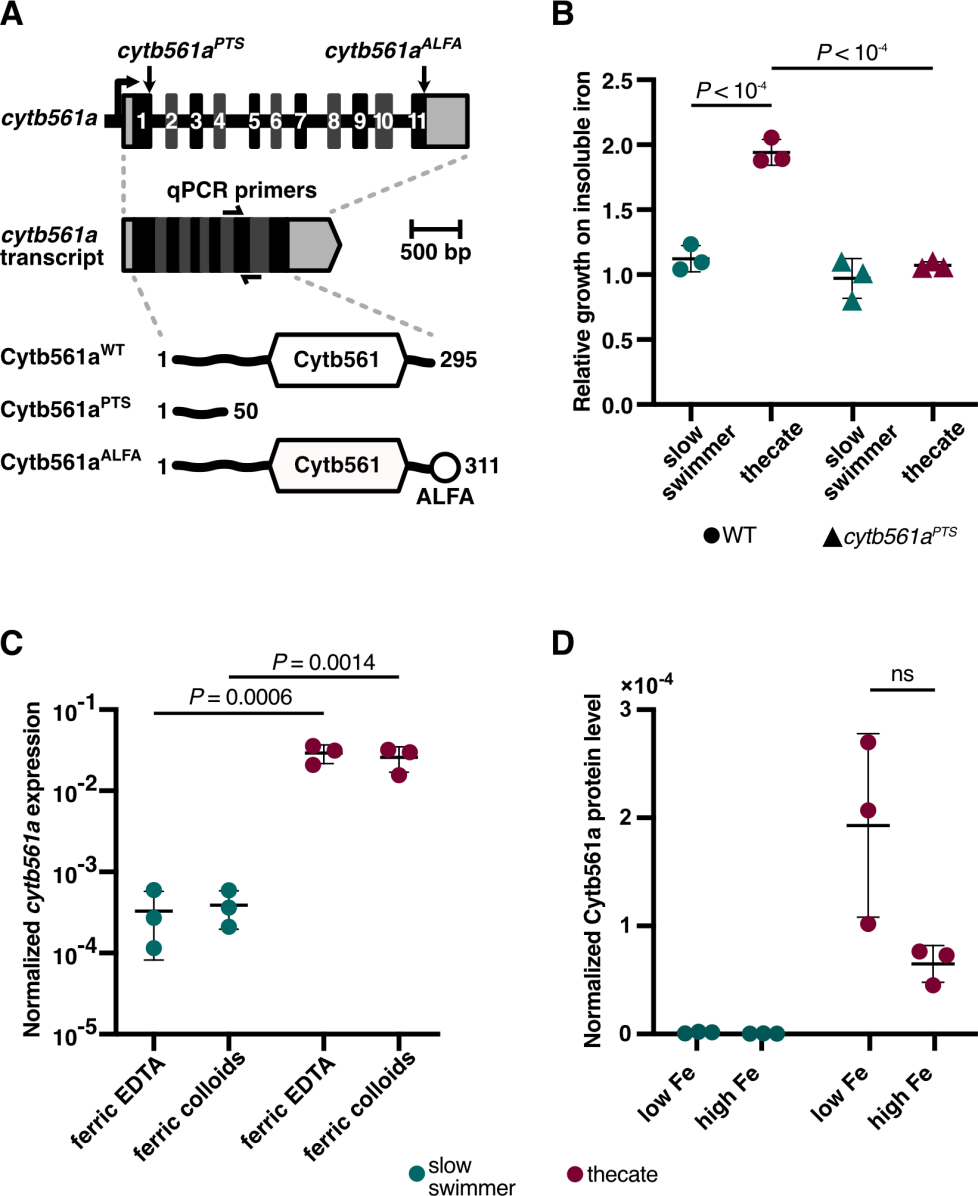
*cytb561a* expression is necessary for the utilization of ferric colloids. (**A**) The endogenous locus of *cytb561a* was edited to produce hypomorphic and epitope-tagged alleles. Diagram of endogenous genomic locus of *cytb561a* shows the position of premature terminal sequence (PTS) and epitope tag (ALFA-tag) insertions. The position of qPCR primers is shown as well, spanning exon-exon junctions. The predicted protein products of each insertion are shown as well, with the cytochrome b561 domain labeled as cytb561. (**B**) Thecates require *cytb561a* for increased proliferation with ferric colloids. To account for differences in growth between slow swimmers (green) and thecates (red), the cell density of cultures grown with ferric colloids was normalized to cultures grown with ferric EDTA. With this metric, a ratio greater than one indicates that the cell type displays increased growth with ferric colloids, whereas a ratio less than one indicates the converse. A premature termination sequence introduced at position 151 in *cytb561a* with CRISPR/Cas9 genome editing produced a mutant allele (*cytb561a^PTS^*) with a 3.6-fold reduction in *cytb561a* mRNA levels and stop codons that would truncate the protein translated from this transcript (Fig. S2; https://doi.org/10.6084/m9.figshare.28225106). Unlike the wild-type strain (circles), thecate cells with *cytb561a^PTS^* displayed no improved growth with ferric colloids (triangles). *P-*values were calculated from a two-way ANOVA. (**C**) *cytb561a* expression is part of the thecate regulon and not determined by external iron conditions. The expression of *cytb561a* was monitored by RT-qPCR in cultures of slow swimmers (green) or thecates (red) that were grown with either ferric EDTA or ferric colloids. The expression of *cytb561a* was normalized to *cofilin* (PTSG_01554)*,* a eukaryotic gene that displays high, consistent expression across all *S. rosetta* cell types. Independent triplicates were performed, and *P-*values were calculated from a two-way ANOVA. (**D**) Slow swimmers do not respond to iron availability at the protein level of Cytb561a. Cytb561a protein levels were detected using an endogenously edited epitope tag and normalized to total protein levels via western blot (raw images, Fig. S8). Proteins levels were measured from the cultures of slow swimmers (green) or thecates (red) that were grown with either low iron media (4% PG, 0.27 ± 0.03 µM Fe) or nutrient-replete media (25% RA, 11.7 µM added Fe). *P-*values were calculated from a two-tailed *t*-test.

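In the RefSeq annotation of the *S. rosetta* reference assembly, the gene *cytb561a* (PTSG_09715) spans positions 210314 to 213754 and is 3441 bases long. Table S4 places both insertions on the reverse strand of a supercontig, with the PTS of 18 bases at position 213536 and the ALFA-tag sequence of 48 bases at position 210702. Both positions fall within the span of the gene, 218 bases below its upper end and 388 bases above its lower end. Whether they fall in an exon was not examined, since the annotation used here gives no exons. The neighbouring genes are close. PTSG_09714 spans 201413 to 210298 and is separated from *cytb561a* by 15 bases, and PTSG_09716 spans 213762 to 228961 and is separated by 7 bases. PTSG_09714 fell from 4.85 ± 2.10 TPM (SD, n = 3) in slow swimmers to 0.252 ± 0.107 TPM (SD, n = 3) in thecates (adjusted *p* = 2.15e-06 from limma). PTSG_09716 was at 3.07 ± 0.486 TPM (SD, n = 3) in slow swimmers and 2.93 ± 0.477 TPM (SD, n = 3) in thecates, a difference smaller than the spread between replicates (adjusted *p* = 0.77 from limma).

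**Figure D3:**
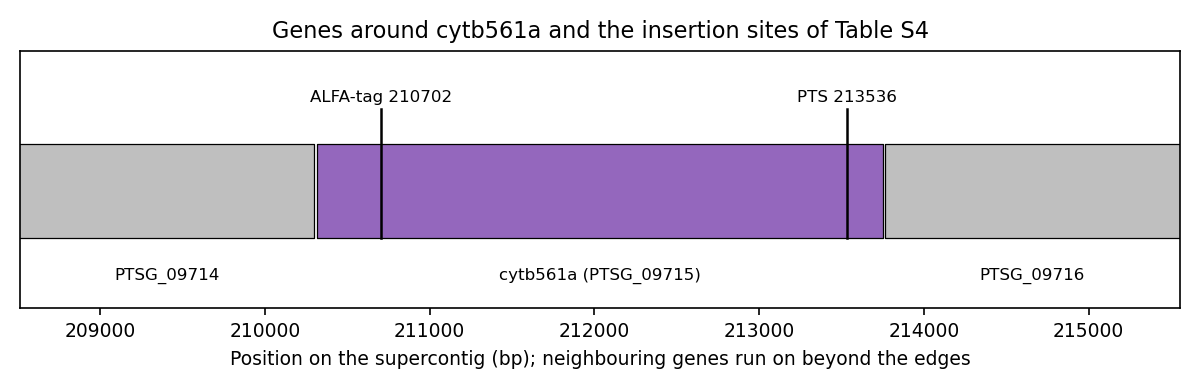
Map of the genes around *cytb561a* by position in base pairs along the supercontig, with the gene in purple, its neighbours in gray, and vertical lines at the insertion sites of Table S4. The PTS at 213536 and the ALFA-tag at 210702 lie near opposite ends of the gene.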

Lower concentrations of ferric colloids stimulated the growth of thecates but not slow swimmers. Without any iron supplements, the baseline carrying capacity of thecates was higher than slow swimmers, indicating that thecates grow better in nutrient-limited conditions. When supplemented with 50 or 100 µM ferric colloids, thecates grew to a 2-fold higher cell density (Fig. 2B; Fig. S3A through C, Tukey’s multiple comparisons, *P* < 10^−4^ for 100 µM ferric colloids); however, slow swimmers showed no change at the same concentration (Tukey’s multiple comparisons, *P* > 0.1). Higher concentrations of ferric EDTA (≥200 µM) stimulated greater cell proliferation, but the same concentrations of ferric colloids did not. However, even at the highest concentrations of ferric EDTA, neither cell type exceeded the density of thecates supplemented with 100 µM ferric colloids (Tukey’s multiple comparisons, *P* > 0.1), emphasizing the efficient use of iron provided as colloids. Importantly, these differences in *S. rosetta* growth were unlikely due to indirect effects from the prey bacteria, as *E. pacifica* achieved the same cell density when provided either form of iron (Fig. 2C; Fig. S3E). The dissolution of iron from ferric colloids (3.43 ± 1.01 µM Fe) likely aided the growth of *E. pacifica* in those conditions (Fig. S3F). Notably, thecates also grew better than slow swimmers when supplemented with ferric chelates that have lower reduction potentials than ferric EDTA (63, 64), such as ferric EGTA (Fe^3+^-ethyleneglycoltetraacetic acid) and ferric pyoverdine (Fig. S3D), indicating that thecates may better acquire ferric cations tightly bound to bacterial siderophores. Overall, these experiments demonstrated cell-type-specific differences between thecates and slow swimmers in assimilating ecologically relevant sources of iron.

To derive iron from ferric colloids for enhanced cell growth, thecates can directly ingest iron particles. We visualized ferric colloids by embedding them with a fluorescently labeled polysaccharide. In time-lapse images, thecates captured ferric colloids on their collar before phagocytosing the particles (Fig. 2D; Fig. S4; Movie S1). Confocal sections showed that ferric colloids localized inside of the cell to acidic vacuoles that were marked with a pH-sensitive dye (Fig. 2E; Fig. S4D). The fluorescence in those vacuoles was primarily due to the accumulation of ferric colloids and not autofluorescence, as thecates provided with fluorescent iron colloids exhibited more intense fluorescence than cells that were not provided any iron colloids (Fig. 2F, *t*-test, *P* = 0.03). Thus, phagocytosis enables *S. rosetta* to directly acquire and accumulate insoluble iron.

We next tested if the cell-type-specific expression of *cytb561a* was necessary for the increased proliferation of thecates in the presence of ferric colloids. With an improved genome-editing pipeline (Fig. S5; see Materialsl and Methods), we altered *cytb561a* expression by introducing a premature termination sequence (65) at position 151 of *cytb561a* to incorporate nonsense mutations and a polyadenylation signal (Fig. 3A; Fig. S6), which diminished *cytb561a* mRNA in thecates by 3.6-fold compared with wild-type (Fig. S7D, Tukey’s multiple comparison, *P* = 0.004). This mutant allele, *cytb561a^PTS^*, eliminated the difference in cell proliferation between slow swimmers and thecates grown with 100 µM ferric colloids (Fig. 3B, two-way ANOVA, *P* > 0.1). When *cytb561a^PTS^* was mutated to restore protein expression with a synonymous allele (*cytb561a^G152A^*), thecates with wild-type and *cytb561a^G152A^* alleles displayed the same growth advantage in the presence of ferric colloids (Fig. S7E, Tukey’s multiple comparison, *P* = 0.2533). A comparison of *cytb561a^PTS^* and wild-type growth dynamics (Fig. S8) showed that the enhancement of thecate growth with ferric colloids was primarily due to a 2-fold larger carrying capacity and a shorter doubling time (17.9 h vs 13.2 h, two-way ANOVA, *P* = 0.035).

Although *cytb561a* was necessary for the enhancement of thecate growth in the presence of iron colloids, the induction of *cytb561a* expression in the thecate transcriptomes may also have been due to differences between the PRA-390 and HD1 strains that were respectively used to generate slow swimmer and thecate transcriptomes or due to differences between the nutrient content of the media used to culture slow swimmers versus thecates. 

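Within the PRA-390 strain and its medium, *cytb561a* was low in each cell type sequenced. It was at 0.197 ± 0.0128 TPM (SD, n = 3) in rosettes and 0.258 ± 0.0677 TPM (SD, n = 3) in fast swimmers. Neither differed from slow swimmers by more than the spread between replicates, with log2 fold changes of 0.13 (standard error 0.13, adjusted *p* = 1 from limma) and 0.24 (standard error 0.13, adjusted *p* = 0.219 from limma). These 6 libraries had between 3 and 12 estimated reads on the gene. Thecates were 358.7-fold above rosettes and 274.9-fold above fast swimmers in mean TPM. No PRA-390 thecate library and no HD1 swimmer library was among the 12, so these comparisons do not separate strain, medium, and cell type.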

To distinguish among these possibilities, we measured *cytb561a* mRNA expression in slow swimmers and thecates derived from a common strain (PRA-390) and cultured with either 100 µM ferric colloids or ferric EDTA. With either source of iron, the expression of *cytb561a* mRNA increased in thecates compared with slow swimmers (Fig. 3C; Fig. S7): 89-fold with ferric EDTA and 66.2-fold with ferric colloids (two-way ANOVA, *P* ≤ 0.0014). To further examine the regulation of *cytb561a* expression, we engineered a strain of *S. rosetta* at the endogenous locus of *cytb561a* to introduce a carboxy-terminal epitope tag (ALFA-tag [66] for measuring protein levels; Fig. 3A; Fig. S6). From this strain, we differentiated slow swimmers and thecates and then grew these strains in iron-replete or iron-deficient media (Fig. 3D; Fig. S9; Table S2). Cytb561a was undetectable in slow swimmers, mirroring the low expression of *cytb561a* transcripts. In thecates, Cytb561a levels were elevated in iron-depleted conditions but were so variable that we could not conclude (*t*-test, *P* > 0.1) if *S. rosetta* may have post-transcriptional mechanisms to regulate iron homeostasis as seen in animals and other eukaryotes (67). Nonetheless, the levels of Cytb561a and *cytb561a* transcripts both support the conclusion that thecates are a stable cell type that expresses *cytb561a* as part of its differentiation regulon. In combination with growth assays, these results suggest that the increased expression of *cytb561a* in thecates confers a cell-type-specific function to assimilate iron from insoluble ferric colloids for faster growth to higher cell densities.

### Cytb561 paralogs possess distinct biochemical properties

Although the expression of *cytb561a* in thecates was necessary for improved growth in the presence of colloidal iron, slow swimmers and thecates with the *cytb561a^PTS^* mutation could still grow—even if that growth was impaired (Fig. 3B). These observations and the relatively steady mRNA expression of *cytb561b* and *cytb561c* across cell types (Fig. 1C) would be consistent with these paralogs sustaining a baseline ability to acquire iron. However, these paralogs may not only be functionally redundant but also have evolved differences in their iron reduction activity.

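Across the cell types, *cytb561b* (PTSG_00661) was at 19.0 ± 8.08 TPM (SD, n = 3) in rosettes and 27.4 ± 2.28 TPM (SD, n = 3) in fast swimmers. Its level in thecates was lower than in either, with log2 fold changes of -1.07 against rosettes (standard error 0.29, adjusted *p* = 0.0062 from limma) and -1.67 against fast swimmers (standard error 0.29, adjusted *p* = 0.000356 from limma). The expression of *cytb561c* (PTSG_10325) was 26.7 ± 33.0 TPM (SD, n = 3) in rosettes and 76.3 ± 36.9 TPM (SD, n = 3) in fast swimmers. Rosette 1 was at 64.8 TPM, and rosettes 2 and 3 were at 6.05 and 9.24 TPM. The largest difference of *cytb561c* was between thecates and fast swimmers, a log2 fold change of -3.17 (standard error 0.99, adjusted *p* = 0.0131 from limma) that did not pass the threshold of 0.01, although all 3 fast swimmer libraries, at 49.6 to 118.5 TPM, stood above all 3 thecate libraries, at 6.30 to 8.78 TPM.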

To better compare the cytochrome b561 paralogs in *S. rosetta*, we first built a phylogenetic tree (68) from an alignment (69) of single-domain Cytb561 proteins found in Amorphea (Fig. 4A), a eukaryotic supergroup that includes Holozoa and Amoebae (70, 71). The unrooted tree of cytochrome b561 proteins robustly supported (ultrafast bootstrap [72] > 88) three distinct groups. Groups B and C contained protein sequences from each major clade in Amorphea and its sister group CRuMs (Collodictyonida, Rigifilida, and Mantamonadida). Strikingly, sequences from Holozoa dominated Group A, as a single protein from Amoebozoa was the only sequence from outside of Holozoa that fell into this group. Notably, Group A not only contained mammalian DCYTB proteins but also Cytb561a from *S. rosetta*, supporting the annotation of *cytb561a* as a *DCYTB* ortholog. The Cytb561b and Cytb561c proteins from *S. rosetta* fell into Groups B and C, respectively.

**Fig 4:**
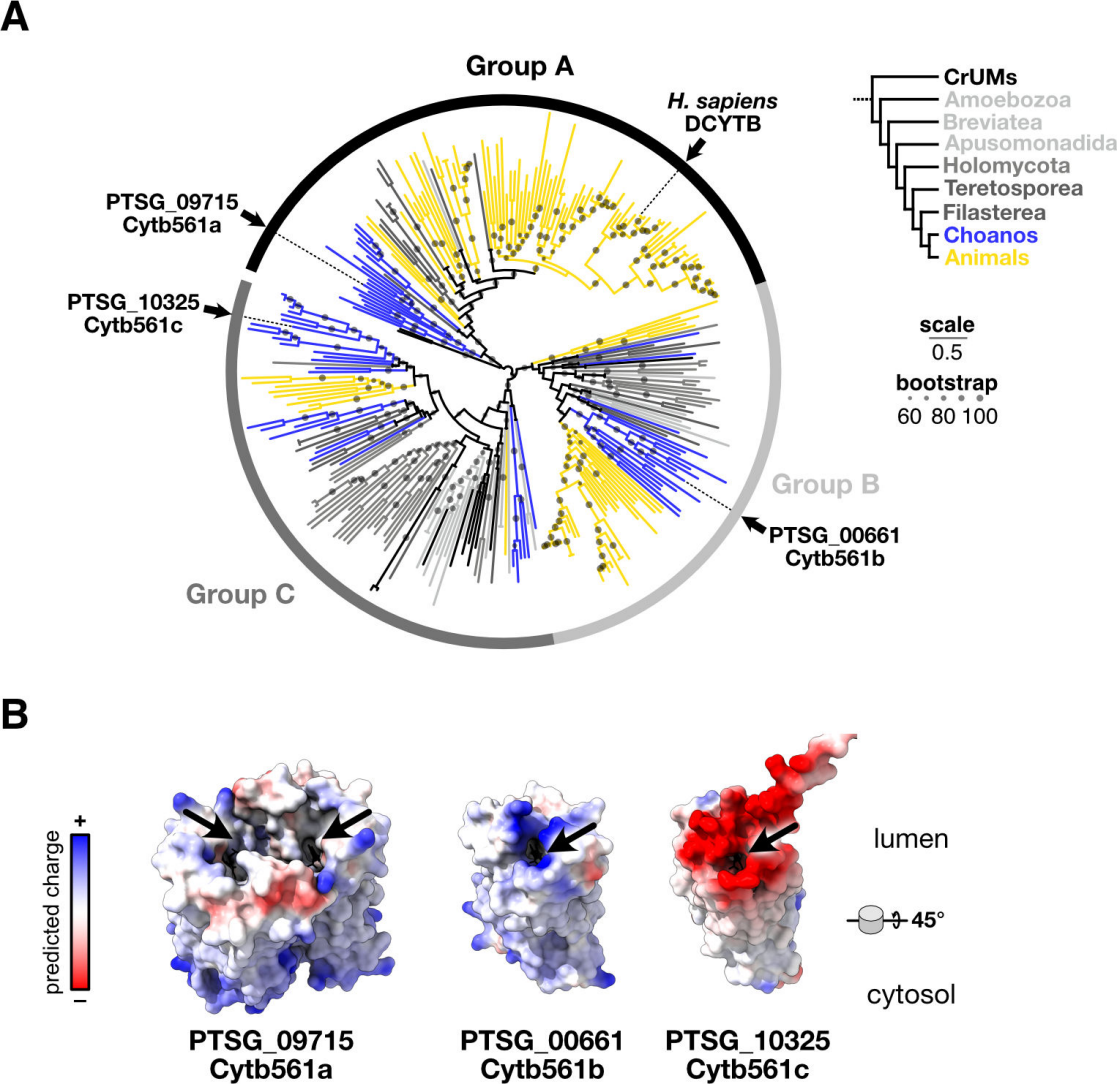
Cytb561 paralogs possess distinct biochemical properties. (**A**) Phylogeny of iron reductases reveals that Cytb561a is an ortholog of animal DCYTB. Each paralog of *S. rosetta* falls into distinct clades of cytochrome b561. Circles on each branch are proportional to bootstrap values greater than sixty. Scale bar indicates the average number of substitutions per site. Branch colors correspond to clades as shown in the legend. (**B**) Predicted structures of *S. rosetta* Cytb561 paralogs show differences in dimerization and substrate-binding interfaces. Alphafold (version 3) predictions show Cytb561a as the only paralog-forming homodimers. Predicted electrostatic surfaces Cytb561 paralogs show different charge distributions around the substrate binding pocket (arrows). Models are angled 45° to view the lumenal surface where iron binds.

Because each *S. rosetta* paralog was part of a different group of cytochrome b561 proteins, we examined (73) multiple sequence alignments and their predicted structures (74) (Fig. S10 to S13) in the context of the human DCYTB crystal structure (75) to evaluate if the deep evolutionary divergence between paralogs was reflected in their biochemical characteristics (Fig. 4B). DCYTB forms a homodimeric complex with each monomer folding into six transmembrane helices that sandwich two heme groups in the interior of the protein. These heme groups mediate the transfer of an electron from an ascorbate molecule on the cytosolic side of the protein to ferric cations on the lumenal side. Thus, in our comparisons of multiple sequence alignments, we focused on the residues in DCYTB that bind ascorbate, mediate homodimerization, and attract iron. First, all homologs appear to have conserved positively charged residues that form the pocket to bind negatively charged ascorbate (75) (Fig. S10). Second, only proteins from Group A conserve residues that mediate dimerization (Fig. S11), which was also reflected in predicted dimeric structures of paralogs from *S. rosetta* (Fig. S12). Third, among the cytochrome b561 groups, we noticed significant differences on the lumenal surface that forms the binding site for ferric cations (Fig. 4B, arrow and S13). Homologs within Group A, which contains Cytb561a and DCYTB, possess a mix of positive and negative charges, indicating Group A paralogs can bind iron and coordinated ligands (75). Group C homologs have largely anionic surface charges at the putative iron binding site, which could plausibly bind iron, as seen by the ferric reductase activity of mouse homologs belonging to this group (76). However, the positively charged binding pockets conserved across Group B homologs may repel rather than bind iron cations. For example, Group B paralogs from humans and mice reduce monodehydroascorbate as an ascorbate regeneration mechanism (77). Notably, the differences in charge distribution among cytochrome b561 groups appear to be general features of those groups (Fig. S13C); however, electrostatic properties can diverge within those lineages (Fig. S13D). With each paralog from *S. rosetta* possessing distinct biochemical properties near the iron-binding site, the improvement in thecate growth with ferric colloids may not only be due to the mass action from more Cytb561 proteins but also through the distinct biochemical activity of Cytb561a.

### Phylogenetic and geographic distribution of Cytb561 homologs from choanoflagellates

Using the insights gained from studying the role of Cytb561a for assimilating iron in *S. rosetta*, we examined the conservation of cytochrome b561 homologs in choanoflagellates and their distribution in global oceans to infer how diverse choanoflagellates may acquire iron. First, we associated the presence of Cytb561 homologs with morphological and environmental traits. Second, we used metagenomic surveys of the open ocean to map the location of Cytb561 homologs from choanoflagellates. Together, these analyses illustrate that Cytb561 homologs from choanoflagellates are widespread throughout the global oceans with particular clades driving the abundance of certain homologs due to lineage-specific gains and losses.

We first compared the number of Cytb561 homologs (Fig. 4A) to morphological and environmental features of twenty choanoflagellate species transcriptomes (46) and two that also have genomes (44, 78) (Fig. 5A). These choanoflagellates cover the major choanoflagellate taxa: Loricates, including Tectiform and Nudiform species, are choanoflagellates that produce siliceous coverings, and Craspedids, in which *S. rosetta* belongs, have organic coverings. When we examined the homolog distribution among those lineages, the number of Cytb561a and Cytb561c paralogs expanded in Loricates compared with Craspedids. Nudiform Loricates also lacked Cytb561b. Furthermore, all freshwater choanoflagellates, which are all Craspedids, lacked Cytb561a. The absence of homologs in certain lineages may be due to the transcriptomes failing to capture all cell-type-specific gene expression; however, taken at face value, the variations in the number of homologs may indicate lineage-specific divergences in iron acquisition processes due to environmental factors or secondary metabolic processes. For example, freshwater environments are replete with iron (79), which could relieve the pressure to harvest iron. Furthermore, silicon utilization in loricates derived from a more recent horizontal gene transfer (80), and the biochemical consequences may have altered iron acquisition mechanisms because iron limitation can decrease the biological uptake of silicon in diatoms (81, 82).

**Fig 5:**
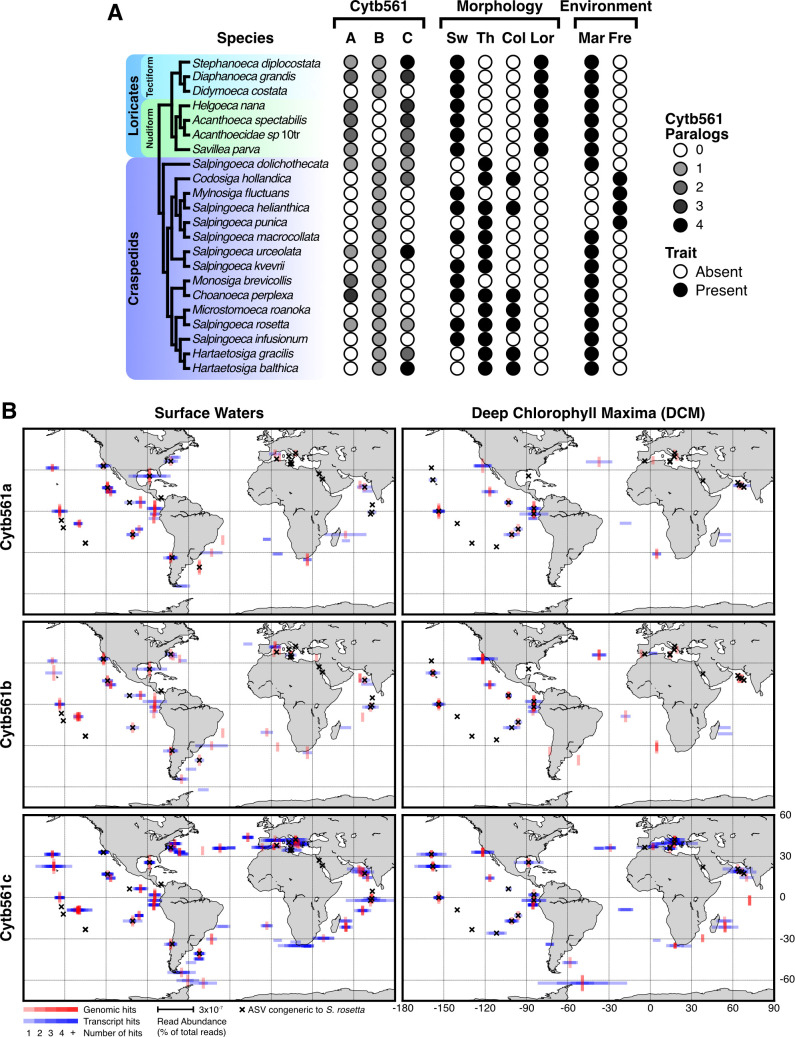
Phylogenetic and geographic distribution of Cytb561 homologs from choanoflagellates. (**A**) The presence of Cytb561 homologs across choanoflagellate species. Choanoflagellates are divided into two major groups: Loricates, including Tectiform and Nudiform species, are choanoflagellates that produce siliceous coverings, and Craspedids, in which *S. rosetta* belongs, have organic coverings. The grayscale corresponds to the number of homologs found in the phylogenetic tree in Fig. 4A. Morphology is determined by the observation of cell types in culture (46, 83): Sw for swimming cells, Th for theca formation, Col for colony formation, Lor for lorica or siliceous covering formation. Environment corresponds to the original isolation location and culturable media salinity (Mar for marine and Fre for freshwater) (46, 83). Tree order and species characteristics adapted from (83) and (46). (**B**) The geographic distribution of Cytb561 homologs. Homologs and congeners of *S. rosetta* were identified from a repository of metagenomes and metatranscriptomes from marine environments. In these data sets, surface waters are defined as the top 5 m of the ocean, and Deep Chlorophyll maxima (DCM) are found 20–200 m from the surface, depending on the highest intensity from chlorophyll. Homolog abundance was measured as the percentage of total reads from each sample site. Red vertical lines correspond to genomic abundance. Blue horizontal lines correspond to transcript abundance. Black crosses denoted sites where ASVs congeneric to *S. rosetta* were detected. Overlapping hits at matching locations increase the color saturation. Longitude and latitude degrees are marked on the bottom right map.

Because iron availability tunes the productivity of marine ecosystems (84), we examined the presence and expression of Cytb561 homologs in the repository Ocean Gene Atlas (85) of metagenomes and metatranscriptomes collected by the Tara Ocean expedition (86). When we visualized the distribution of choanoflagellate Cytb561 homologs (Fig. 5B), we found that they varied in location, depth, and abundance (defined as the percentage of reads corresponding to a given gene from total genomic [red] or transcriptomic [blue] reads at each site). In these data, homologs were more often found in samples from the surface and the deep chlorophyll maxima (DCM, depth where chlorophyll concentrations are highest, 20–200 m [87]). Each homolog was more abundant in surface waters compared with the DCM, indicating that choanoflagellates with these homologs are more prevalent in surface waters. The most abundant and cosmopolitan homolog was Cytb561c, whereas Cytb561a and Cytb561b were less abundant at both depths.

To ascertain if *S. rosetta* contributed to the expression of Cytb561 homologs in these data, we identified Cytb561 homologs that were most closely related to *S. rosetta* and searched a database (metaPR2) (88) for amplified sequence variants (ASVs) corresponding to the V9 variable region of the 18S rRNA of *S. rosetta*. Neither the Cytb561 homologs nor the ASVs matched *S. rosetta*; hence, we infer these sequences come from species congeneric to *S. rosetta* rather than *S. rosetta* itself (Fig. S14A and B). These species were widely dispersed in the open ocean (Fig. 5B; Fig. S14C), and Cytb561a was the most abundant in samples from the surface and DCM. The sites where Cytb561a is expressed may indicate the presence of thecates if congeners of *S. rosetta* have similar cell-type expression programs.

The elevated abundance of congeneric Cytb561a homologs in the open ocean lead us to examine the prevalence of iron at the surveyed locations using a biogeochemical model (PISCES, v2) (61, 89) of dissolved (< 0.2 µm) and small particulate (0.2–35 μm) (90) iron species. Both classes of iron are present in locations where Cytb561a homologs are detected, and seasonal variations in iron may impact the abundance of Cytb561a at those locations (Movies S2 and S3). Taken together with our experimental observations (Fig. 2 and 3), the overlap between Cytb561a expression and environmental sources of iron indicates locales where choanoflagellates may better assimilate iron for their growth; however, further ecological studies would be necessary to fully integrate environmental and laboratory observations.

In the open ocean, dissolved and particulate iron levels display large temporal and geographical fluctuations, but the concentration range in the open ocean (61) (pM-nM) is much lower than in intertidal zones (91) and estuaries (92) (µM–mM). *S. rosetta* was isolated once from tidal mud flats off the coast of Virginia, USA (37.45278° N 75.67521° W), as a colonial rosette (21). In such tidal ecosystems, relatively iron-rich freshwaters deposit iron in a particulate form (93, 94) caused by iron precipitation when freshwater mixes with saline marine water (92, 95). The abundance of particulate iron in tidal and estuarial environments may have contributed to *S. rosetta*’s ability to utilize colloidal iron; however, the isolation of a rosette indicates *cytb561a* expression was not active. Thecates form and persist under nutrient limitation, and the eutrophic local environment likely favored other cell types, such as rosettes. Instead, cell differentiation of *S. rosetta* may allow for ecological plasticity across nutrient gradients outside of the environment from which it was isolated.

## DISCUSSION

Iron is an essential micronutrient affecting the growth and productivity of phytoplankton (84). Field measurements and ocean scale models have found that iron particulates are the major source of iron for 40% of the world’s surface ocean waters (61). In addition to photolytic reduction (8, 96) and bacterial siderophores (97, 98), the ingestion of iron particles by phagotrophic protists is a major mechanism to solubilize iron and can alleviate iron limitation for cell-walled organisms that rely on obtaining iron in soluble forms (4, 8, 99). As efficient phagotrophs (1, 3, 7, 12), choanoflagellates ingest iron particulates (Fig. 2D; Fig. S4); however, iron assimilation from ferric colloids depends on the expression of a specific Cytb561 paralog in only one cell type of *S. rosetta*. This dependency emphasizes the importance of integrating protein evolution (100) and gene expression during life history transitions (18, 35) to determine (101) the ecological roles of microeukaryotes in the acquisition and distribution of limiting nutrients throughout their surrounding environment.

The cell-type-specific expression of *cytb561a* not only illustrates how cellular differentiation impacts the environmental function of a choanoflagellate but also informs how cellular differentiation evolved as a defining feature of animal multicellularity (36, 37, 39–41, 102). Choanoflagellate cell types have been primarily defined by their morphology and motility (12, 21). In addition to those cell biological characteristics, we show here that thecates have a distinct ability to utilize ferric colloids through the induced expression of the iron reductase *cytb561a* (103–105). The coupling of this function to cell differentiation stands in contrast to the regulation of iron utilization in other microeukaryotes that transiently transcribe iron utilization genes in response to external iron concentrations (103–105)

The functional difference between slow swimmers and thecates more closely resembles the stable differentiation of cell types during animal development (106–108). Our observations support models for the origin of animal cell differentiation in which the last common holozoan ancestor differentiated into unique cell types at each life history stage (36, 37, 40, 42, 109). Evolution along the animal stem lineage coupled cell differentiation to multicellular development, resulting in multicellular bodies composed of functionally distinct cell types (110). Importantly, mechanisms to distribute resources from cells that acquire nutrients from the external environment (e.g., epithelial cells) (111) to the cells that reside internally helped to transform the functions of various cell types into a common organismal physiology (38).

## MATERIALS AND METHODS

### Culturing *S. rosetta*

To grow cell types of *S. rosetta* for the generation of transcriptomes, slow swimmer and rosettes were grown in 5% sea water complete (SWC) media (22, 112) (Table S2), seeded at 10^4^ cells/mL, and grown for 48 h at 22°C. Rosettes were induced with outer membrane vesicles (OMVs) harvested from the bacterium *Algoriphagus machipongonensis* (25). Fast swimmers were prepared the same way as slow swimmers but were grown for 72 h at 22°C and transitioned to 30°C for 2 h and 45 min. The aforementioned cell types were derived from strain PRA-390, whereas thecates were grown from the strain HD1, a strain which is constitutively in the thecate cell type (Table S4). Thecates were grown in 10% Cereal Grass Media 3 (CGM3) (22, 112) (Table S2), seeded at 10^4^ cells/mL and grown for 48 h at 22°C.

For iron acquisition experiments and standard culturing of *S. rosetta*, all cell types were derived from the strain PRA-390 and grown in 25% Red Algae (RA) media (27) (Table S2) with the feeder bacteria *E. pacifica*. Cultures were grown at 18°C for maintaining cultures and shifted to 27°C 1 day prior to conducting iron acquisition experiments.

### RNA extraction

In a previous paper (112), we developed a lysis buffer to extract RNA from *S. rosetta* that has subsequently been used in other work for RNA (29, 113, 114) and protein (115) extraction. Here, we show that this buffer was developed to preferentially lyse *S. rosetta* in cultures that have an abundance of the prey bacterium *E. pacifica*. To preferentially lyse *S. rosetta*, we reasoned that sterol-based detergents, such as digitonin, would more effectively disrupt membranes with sterols, like those of *S. rosetta* and other eukaryotes (116) rather than bacterial membranes that largely lack the sterols (117). Additionally, the lysis buffer contains RNase inhibitors (RNaseIN and heparin) and translation inhibitors to decrease the degradation of mRNA. We evaluated the efficacy of this buffer by tracking ribosomal RNA from *S. rosetta* and *E. pacifica* in lysed samples that were centrifuged to separate the supernatant and pellet, in which we found that *S. rosetta* ribosomal RNAs were enriched in the supernatant and bacterial ribosomal RNAs were enriched in the pellet (Fig. S1). The optimization of this procedure resulted in the following method to obtain RNA samples from each cell type of *S. rosetta*.

After counting the cell concentration in a culture of *S. rosetta* feeding on *E. pacifica*, a volume yielding 10^7^ cells was centrifuged at 2600 × *g* for 5 min at 4°C. The pellet from this sample was resuspended in 100 µL of preferential lysis buffer (20 mM Tris-HCl, pH 8.0; 150 mM KCl; 5 mM MgCl_2_; 250 mM sucrose; 1 mM DTT; 10 mM digitonin; 1 mg/mL sodium heparin; 1 mM Pefabloc SC; 100 µg/mL cycloheximide; one tablet/5 mL buffer EDTA-free Protease Inhibitor Tablet [Sigma Aldrich Cat. No. 11836170001]; 0.5 U/µL Turbo DNase [Thermo Fisher Scientific, Cat. No. AM2239]; and 1 U/µL SUPERaseIN [Thermo Fisher Scientific, Cat. No. AM2696]) and incubated on ice for 10 min. Cells were triturated through a 30G needle 10 times. Afterward, the insoluble debris was pelleted by centrifugation at 6,000 × *g* for 10 min at 4°C. The supernatant was removed and adjusted to a volume of 100 µL with RNase-free water. Total RNA was purified on a silica membrane with the RNA clean-up protocol from the RNAeasy kit (Qiagen, Cat. No. 74104). The protocol link is https://doi.org/10.17504/protocols.io.261ge4bojv47/v1.

### RNA library preparation and sequencing

In preparation for sequencing, the quality of total RNA from *S. rosetta* samples was assessed by Agilent Bioanalyzer 2100 (Fig. S1C) with the Agilent RNA 6000 Nano Kit (Agilent, Cat. No. 5067-1511). Then, total RNA (500 ng per sample) was purified by one round of polyA mRNA selection with oligo-dT magnetic beads (NEB, Cat. No. S1550S), converted to cDNA using KAPA mRNA HyperPrep kit (KAPA biosystems, Cat. No. KK8580) and indexed-adapter ligated with KAPA single-indexed adapter kit (KAPA biosystems, Cat. No. KK8701). Final library quality was determined by Bioanalyzer 2100 using the Agilent High Sensitivity DNA Kit (Agilent, Cat. No. 5067-4626) and pooled together after normalizing samples based on their quantity from qPCR. Sequencing was carried out by the QB3-Berkeley Genomics core (QB3 Genomics, UC Berkeley, Berkeley, CA, RRID:SCR_022170), on the Illumina HiSeq 4000. All samples were pooled and run on a single lane with 12.4 to 61.3 million reads per sample. Reads were demultiplexed and checked for quality by fastqc (Babraham Bioinformatics). Metadata for sequencing can be found in Table S1.

### RNA-seq quantification and gene enrichment analysis

RNA-seq reads from each sample were mapped to a reference *S. rosetta* transcriptome (https://ftp.ensemblgenomes.ebi.ac.uk/pub/protists/release-58/fasta/protists_choanoflagellida1_collection/salpingoeca_rosetta_gca_000188695/cdna/) using kallisto (118). Transcript abundance and differential expression were quantified with sleuth (119). Transcript abundance measurement can be found at https://doi.org/10.6084/m9.figshare.28225106. Gene enrichment for thecates was quantified by selecting genes with *q* < 0.01 and log_2_ (fold change + 0.5) >1. 

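The criterion as written in the methods corresponds to a fold change above 1.5. It selects genes higher in thecates. With this limit and an adjusted *p* under 0.01 from limma, 3443 of the 10832 listed genes were higher in thecates than in slow swimmers. With the same limit applied to both directions, 3248 genes were lower in thecates.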

The resulting genes were assigned GO terms using DAVID Bioinformatics (50, 51) where *S. rosetta* gene IDs could be identified by “ENSEMBLE_GENE_ID”. For ease of interpretation, assigned GO terms were collapsed down using REVIGO (120) and further assigned to functional categories in *S. rosetta* (TaxID: 946362) by GO Slim (52) (https://doi.org/10.6084/m9.figshare.28225106).

### *S. rosetta* growth with different sources of iron

#### Media preparation

To test the ability of *S. rosetta* cell types to differentially utilize iron sources, we developed a method to culture *S. rosetta* under iron limitation. We created an iron-depleted media formulation named 4% peptone glycerol (PG) medium (Table S2). We added iron to this medium from two different sources: ferric EDTA was prepared by dissolving FeCl_3_ and EDTA to a final concentration of 1.46 mM in artificial seawater (ASW [Ricca Chemical Company, Cat. No. R8363000-20F]) and sterile filtering through a 0.22 µm polyethersulfone (PES) filter. Ferric colloids were prepared by adding a small volume of 70% (vol/vol) ethanol to FeCl_3_(*s*) to sterilize the solid; after evaporating the liquid in a biological safety cabinet, 1.46 mM FeCl_3_ was prepared in ASW. The solution was heated to 50°C for 10 min to precipitate ferric (oxyhydr)oxides or ferric colloids (60).

#### Fluorescent ferric colloid preparation

Ferric colloids were prepared as above, except during the 50°C incubation, a fluorescent dextran (10 kDa anionic dextran conjugated to tetramethylrhodamine [Thermo Fisher, Cat. No. D1868] for time-lapse microscopy, and 10 kDa anionic dextran conjugated to Alexa Fluor 647 [Thermo Fisher, Cat. No. D22914] for confocal microscopy) was added to a final concentration of 20 µg/mL. This dextran co-precipitated with the ferric colloids, thereby embedding fluorophores within the colloids. The precipitated ferric colloids were pelleted by centrifugation at 4,600 × *g* for 10 min at room temperature. The pellet was resuspended in ASW supplemented with 2% (vol/vol) dextranase (Sigma Aldrich, Cat. No. D0443) to digest any excess dextran during a 10 min incubation at 60°C. After pelleting the ferric colloids again, they were resuspended to ~1.46 mM in ASW. Finally, the resuspended colloids were ultrasonicated for two, 1 min cycles (pulsed for 1 s on, 1 s off) to create smaller particles for easier feeding and imaging, as larger particles broke down slowly and often obscured cells during imaging.

#### Determining iron concentration in media

To determine the background concentration of soluble iron in our newly formulated media and the amount of labile iron liberated from the ferric colloids, we used a modified protocol (4) to measure soluble iron concentrations in 4% PG and 4% PG with 100 µM ferric colloids. To measure these iron concentrations, 50 mL of 4% PG media was incubated at 27°C for 6 h with and without 100 µM ferric colloids. The medium was then centrifuged at 4,600 × *g* for 15 min at room temperature. The top 45 mL of the supernatant was taken for the following steps. To capture and concentrate the soluble iron in the supernatant, 125 µM 8-hydroxyquinoline (oxine) was added to chelate labile iron, and 5 mL of 1 M MES, pH 6, was added to aid in oxine’s solubility in the media and its binding to iron, which is facilitated by lower pH. These solutions were incubated for 24 h protected from light and then filtered through a Sep-Pak C18 column (Waters, Cat. No. WAT036800) to bind oxine-iron complexes. The column was then washed with 5 mL water and eluted with 1.4 mL methanol. To measure iron concentrations in the eluate, 50 µL of the eluate was measured with a colorimetric iron detection kit (Sigma Aldrich, Cat. No. MAK025-1KT) following the provided protocol. Iron concentration was determined by measuring absorbance at 595 nm on a plate reader.

#### Iron-limited *E. pacifica* pellets

Iron-limited *E. pacifica* pellets were prepared by growing *E. pacifica* in 4% PG for 72 h at 225 rpm and 30°C, then pelleted, aliquoted, and frozen into 10 mg pellets, and stored at −80°C. *E. pacifica* pellets were resuspended in 1 mL of media to achieve a 10 mg/mL liquid bacteria stock to add to cultures.

#### Culturing with different iron sources

To set up the iron utilization assay, cultures grown in 25% RA were passaged at a 1:60 dilution into 25% RA and grown for 72 h at 18°C. This culture was then passaged at a 1:60 dilution into 25% RA and grown for 24 h at 27°C. Finally, this culture was passaged at a 1:30 dilution into 4% PG (which had no iron added) and grown at 27°C for 24 h. Cells from this final passage were twice washed by first centrifuging the culture at 2,600 × *g* for 4 min and then resuspending the pellet in 30 mL sterile ASW. After the final wash, the pellet was resuspended in 100 µL ASW and counted. These washed cells were used to seed cultures at 10^4^ cells/mL in 4% PG with the additions of 100 µM iron (ferric EDTA or ferric colloids) and 50 µg/mL of iron-limited *E. pacifica* pellets (see above). The resulting culture was grown at 27°C for 48 h and harvested for each experiment.

### qPCR

#### Primer design

Primers were designed against *cytb561a,* the experimental gene of interest, and *cofilin,* a highly expressed eukaryotic-specific housekeeping gene with a consistent expression between *S. rosetta* cell types, as shown by the RNAseq analysis. 

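In the RNA-seq data, *cofilin* (PTSG_01554) was at 1627 ± 153 TPM (SD, n = 3) in slow swimmers, 1454 ± 180 TPM (SD, n = 3) in rosettes, 1123 ± 176 TPM (SD, n = 3) in fast swimmers, and 1081 ± 172 TPM (SD, n = 3) in thecates. By mean TPM it ranked 111, 113, 131, and 126 among the 10832 genes in these cell types. An F test of limma over the 4 cell types gave an adjusted *p* of 0.0186, above the threshold of 0.01. The mean was 1.505-fold higher in slow swimmers than in thecates, with a log2 fold change of -0.60 (standard error 0.17, adjusted *p* = 0.0082 from limma) that was below 2-fold. With each library left out in turn, the adjusted *p* of this comparison from limma ranged from 0.0054 to 0.0361, and it was above 0.01 without slow swimmer 2, slow swimmer 3, rosette 2, fast swimmer 3, thecate 2, or thecate 3. After each library's TPM values were scaled to the same total, an alternative chosen after the data were seen, the log2 fold change between thecates and slow swimmers was -1.01 and the adjusted *p* over the 4 cell types was 0.000544 from limma. Across the 8 alternatives of the F test, the adjusted *p* ranged from 0.000544 to 0.0279.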

Primers for quantitative polymerase chain reaction (qPCR) were designed by selecting 19–20 bp oligos spanning exon-exon junctions from cDNA sequences (downloaded from https://protists.ensembl.org/Salpingoeca_rosetta_gca_000188695/Info/Index). In the case of *cytb561a,* primers were selected downstream of the premature termination sequence edited by CRISPR/Cas9.

#### Primer validation

Target amplicons were amplified by polymerase chain reaction (PCR) from the cDNA of the slow swimmer and thecate cultures (Fig. S6) with the Luna Universal qPCR Master Mix (NEB, Cat, No. M3003). The amplicons were run on a 1% (wt/vol) agarose gel in Tris-Borate-EDTA (TBE) buffer to verify that the primer sets amplified only one amplicon. The amplification efficiency of primer sets was characterized across a serial dilution of ssDNA standards for each target (Fig. S6). ssDNA standards were generated from PCR products amplified with a forward primer that was 5’ phosphorylated to promote Lambda exonuclease digestion of that strand (NEB, Cat. No. M0262S) and a reverse primer with phosphorothioate bonds between the first four 5’ nucleotides to block digestion. Those PCR products were then digested with Lambda exonuclease following NEB’s protocol. ssDNA concentrations were determined by Qubit ssDNA Assay Kit (Thermo Fisher, Cat. No. Q10212) by creating a standard curve with the provided standards and then reading fluorescence (Ex = 500 nm/Em = 540 nm) on a plate reader (Molecular Devices, SpectraMax iD5). The ssDNA standards were serially diluted from 10 (20) to 10 copies/µL in a solution with 10 ng/µL of *S. rosetta* RNA (Total RNA after removing mRNAs) to account for any matrix effects.

#### cDNA preparation

Samples from slow swimmer or thecate cultures were pelleted and lysed using the preferential lysis protocol, and total RNA was purified by RNeasy MinElute Cleanup Kit (Qiagen, Cat. No. 74204). cDNA was prepared by SuperScript IV Reverse Transcriptase (Thermo FIsher, Cat. No. 18090010) following the provided protocol using oligo d(T)_20_ for synthesis. However, the incubation temperature for cDNA synthesis was increased to 60°C to account for the high GC content of the *S. rosetta* genome. The protocol link is https://dx.doi.org/10.17504/protocols.io.ewov1nnzogr2/v1.

#### qPCR

Three microliters of cDNA samples or ssDNA standards was added to a 20 µL reaction with Luna Universal qPCR Master Mix (NEB, Cat, No. M3003) according to the provided protocol. The samples were amplified in a single run on the QuantStudio 3 Real-Time PCR System (Thermo Fisher, Cat. No. A28567). The protocol link is https://dx.doi.org/10.17504/protocols.io.n2bvjnjongk5/v1.

### Genome editing

#### Culturing cells for transfection

Mutant strains were generated with a modified protocol from a previously published method (65). Cultures of *S. rosetta* slow swimmers were maintained in 15% RA/2% PYG (called 15/2, Table S2) at 22°C, and 48 h prior to transfection, the cultures were seeded at 10^4^ cells/mL in 80 mL of 15/2 media in 300 cm^2^ vented tissue culture flasks (VWR, Cat. No. 10062-884) and grown at 22°C.

#### Cas9 RNP preparation

On the day of transfection, Cas9 bound to a guide RNA (Cas9 RNP) was prepared by combining 2 µL of 100 µM guide RNA (gRNA) with 2 µL of 20 µM EnGen SpyCas9 NLS (NEB, Cat. No. M0646T) and incubated at room temperature for 2–4 h. (Note: our gRNA was ordered as synthetic RNA oligonucleotides from Integrated DNA Technologies that came as an Alt-R CRISPR-Cas9 crRNA and an Alt-R CRISPR-Cas9 tracrRNA. These two oligonucleotides were annealed together to form gRNA.) Guide sequences can be found in Table S3.

#### Transfection

During the Cas9 RNP incubation, the cells were harvested for transfection by centrifuging the cultured cells at 2,400 × *g* for 3 min at 4°C. The supernatant was discarded, and the cells were resuspended in 50 mL of cell wash buffer (420 mM NaCl; 50 mM MgCl_2_; 30 mM Na_2_SO_4_; 10 mM KCl; titrated to pH 8.0 with ~2.4 mM NaHCO_3_). The cells were centrifuged again at 2,400 × *g* and 4°C for 3 min. The supernatant was removed, and the pellet was resuspended in 100 µL of cell wash buffer. Cells were counted and diluted to 5 × 10^7^ cells/mL, split into 100 µL aliquots, and centrifuged for 2 min at 800 × *g* and room temperature. The supernatant was removed and replaced with 100 µL priming buffer (40 mM HEPES-KOH, pH 7.5; 34 mM lithium citrate; 15% (wt/vol) PEG 8000; 50 mM cysteine; 1.5 µM papain). Cells were primed for 45 min at room temperature. Afterward, the priming was quenched with 10 µL of 50 mg/mL bovine serum albumin. The primed cells were centrifuged at 1,200 × *g* for 4 min at room temperature. After removing the supernatant, the cells were resuspended in 25 µL ice-cold SF buffer (Lonza Cat. No. V4SC-2096). Nucleofection reactions were prepared by combining 16 µL ice-cold SF buffer, 4 µL Cas9 RNP, 2 µL of repair oligo, and 2 µL of the resuspended and primed cells. This reaction mix was loaded into a 96-well nucleofection plate (Lonza Cat. No. AAF-1003S, AAF-1003B) and pulsed with CU 154 (Fig. S4). Hundred microliters of ice-cold recovery buffer (10 mM HEPES-KOH, pH 7.5; 900 mM sorbitol; and 8% [wt/vol] PEG 8000) was added immediately to each pulsed well and incubated for 5 min at room temperature. Afterward, the entire content from each nucleofection well was transferred into 2 mL of 15/2 media with the addition of 50 µg/mL *E. pacifica* pellet. The protocol link is https://dx.doi.org/10.17504/protocols.io.j8nlk86o5l5r/v1.

### Strain isolation and screening

We adapted the Cas12a DETECTR genotyping assay (121) to screen for cells with desired mutations from Cas9 genome editing. Following overnight recovery post-nucleofection, cells were counted and diluted to 45 cells/mL in 10% RA (Table S2) with 50 µg/mL *E. pacifica* pellet and aliquoted into 96-well plates. Plates were then grown at 27°C for 72 h to propagate cells. Afterward, 12 µL from each well was added into 36 µL DNAzol Direct (20 mM potassium hydroxide; 60% [wt/vol] PEG 200, pH 13.3–13.7 [note: it is important to test a range of pH values to establish the optimal pH for your own use]) that was pre-aliquoted into 96-well PCR plates, which we called the lysed sample. The lysed samples were then incubated at 80°C for 10 min. The target DNA was amplified (primer sequences in Table S3) in PCRs prepared with GoTaq Clear Master Mix (Promega, Cat. No. M7123) using 2 µL of the lysed samples per 25 µL PCR. Cycling conditions followed Promega guidelines and melt temperatures for oligos were calculated using https://www.promega.com/resources/tools/biomath/tm-calculator/. During the PCR, a Cas12a mastermix was assembled in two parts. First, Cas12a RNP (13 µL water; 2 µL r2.1 buffer [NEB, Cat. No. B6002S]; 2.5 µL 100 µM gRNA [ordered as a synthesized oligo]; 2 µL 100 µM LbaCas12a [NEB, Cat. No. M0653T]) was incubated for 5 min at room temperature. Second, the Cas12a RNP was combined with the rest of the components (for one 96-well plate: 486 µL water; 60 µL r2.1 buffer; 18 µL Cas12a RNP; 36 µL 5 µM ssDNA probe [IDT, Cat. No. 11-04-02-04]) and then incubated for 5 min at room temperature. Five microliters of the mastermix was added to each 25 µL PCR and incubated at 37°C for 1 h. The fluorescent signal was then measured in the VIC channel on a QuantStudio 3 Real-Time PCR System. Wells with high signal (≥10-fold above background) were recovered in 25% RA overnight at 27°C, counted, diluted to 3 cells/mL in 10% RA with 50 µg/mL *E. pacifica* pellet, and plated in a 96-well plate with 100 µL/well, which corresponds to 0.3 cells/well. Plates were grown at 27°C for 72–96 h. Finally, these clonal isolates were screened by digesting amplicons with a restriction enzyme (RE). Twelve microliters per isolate was added to 36 µL DNAzol, incubated at 80°C to make a lysed sample; 2 µL of the lysed samples was added to 25 µL PCRs with GoTaq Green mastermix (Promega, Cat. No. M7123). After amplification, 1 µL of RE was added to each 25 µL PCR and incubated following manufacturers’ protocols. RE digestions were run on 1% agarose gels with wild-type or undigested controls. For positive RE digestion hits, PCR products were Sanger sequenced to confirm the sequence of the edited site (Table S4). The protocol link is https://dx.doi.org/10.17504/protocols.io.14egn6n2pl5d/v1.

### Growth curves

We regularly monitored the cell density of *S. rosetta* over 48 h to assess the population dynamics of wild type and *cytb561^PTS^* thecates in iron utilization assay conditions. Cells were plated in 24-well plates with 100 µM ferric EDTA or ferric colloids sources in 4% PG or in nutrient replete media (25% RA) as a control. At each time point, the entire contents of one well were harvested by scraping the bottom and then transferring the liquid to a microfuge tube. Cells were fixed with 5 µL of 37.5% paraformaldehyde (PFA) and then counted on a Reichert Bright-Line Metallized Hemacytometer (Hausser Scientific, Cat. No. 1483). Growth curves were fit to a logistic growth equation that explicitly models the lag time with a Heaviside step function (27).

*E. pacifica* growth curves were set up in 4% PG media inoculated with 50 µg/mL iron-limited *E. pacifica* pellet and a ferric EDTA titration in clear bottom 96-well plates and grown for 48 h at 27°C. Growth was assessed by monitoring the optical density at 600 nm on a plate reader with orbital shaking before every reading. Ferric colloids were not included in the growth curves as iron particulates would shift optical density readings. To assess *E. pacifica* growth with ferric colloids, 4% PG media was inoculated with 50 µg/mL iron-limited *E. pacifica* pellet and 100 µM ferric EDTA or ferric colloids in 6-well plates and grown for 48 h at 27°C. Wells were scraped and 1 mL aliquots were centrifuged at 500 × *g* for 2 min to settle iron particulates. The top 500 µL of supernatant was gathered for measuring the optical density at 600 nm.

### Microscopy

#### Time-lapse of ferric colloid ingestion

Hundred microliters of 1.46 µM fluorescent ferric colloids were added to 2 mL of PRA-390 thecate cultures, previously grown in glass-bottomed dishes (World Precision Instruments, Cat. No. FD35-100) for 24 h at 22°C. Samples were imaged by widefield microscopy. The microscope was a Nikon Eclipse Ti2-E inverted microscope outfitted with a D-LEDI light source, Chroma 89401 Quad Filter Cube, and 60× CFI Plan Apo VC NA1.2 water immersion objective. Time-lapse images were acquired every 4 s over 2 h with 50 ms exposure time for brightfield and fluorescent (TRITC channel) images. In three independent experiments, a total of four feeding events were found in a field of 200 cells, although this was not an exhaustive search for ferric colloid intake frequency. One cell that was oriented on its side to best visualize feeding was selected for further processing. Images were processed in FIJI by cropping individual cells in 100 × 100 pixel bounds, and image contrast was manually adjusted. Ferric colloid particles were automatically tracked, first by setting a threshold to produce a binarized image (image >adjust > manual threshold) and then by finding particles (analyze > analyze particles > size = 10–300 pixels, circularity = 0.2–1.0).

#### Confocal microscopy of ferric colloid ingestion

One hundred microliters of 1.46 µM fluorescent ferric colloids was added to 2 mL of PRA-390 thecate cultures, previously grown in glass-bottomed dishes (World Precision Instruments, Cat. No. FD35-100) for 24 h at 22°C and incubated with the ferric colloids for 60 min prior to imaging. Immediately before imaging, cells were stained with 2 µM LysoTracker Red DND-99 (Thermo Fisher Scientific Cat. No. L7528) and 100 nM Memglow 488 (Cytoskeleton, Inc Cat. No. MG01-02). Samples were imaged by confocal microscopy on a Nikon Ti-E inverted microscope with a 60× Oil Plan Apo objective, Hamamatsu Quest camera, and a VT-iSIM super-resolution module. Images were acquired with a 200 ms exposure in the 488, 561, and 647 channels using µManager controller software (122). In three independent experiments, at least three fields of 30 cells each were captured across experimental and control conditions. Images were deconvolved using the Richardson-Lucy maximum likelihood algorithm implemented by Microvolution Fiji/ImageJ plugin (Microvolution, https://www.microvolution.com/products/imagej) with 10 iterations of 10% background correction. Representative images of cells were processed in Fiji by background subtracting with 200 pixel sliding paraboloids, cropping single cells in 150 × 200 pixel bounds, and manually adjusting image contrast and brightness. Ferric colloid internalization was measured in z-projected sum of slices of raw image stacks. Regions of interest (ROIs) were identified by thresholding the 561 nm channel, which detected lysosomes/food vacuoles, and then measuring mean fluorescence intensity in the 647 nm channel, which detected fluorescently labeled colloids. Raw fluorescent values of ROIs from three images from each independent replicate were collected and then fit to a gamma distribution to account for the non-gaussian fluorescence distribution. The mean of the gamma distribution of each replicate was then averaged for a global mean.

### Western blots

Cultures were grown in 25% RA or 4% PG (without supplemented iron) for 24 h at 27°C to test whether external iron conditions (replete or deplete) resulted in any post-translational regulation of protein expression. Cultures were scraped and then lysed according to the preferential lysis protocol, with the following modifications: TurboDNase and SUPERasein were replaced with 15 µL of Pierce universal nuclease (Thermo Scientific Cat. No. 88702) per 1 mL buffer, and heparin and cycloheximide were removed. After clearing the lysate, Tween-20 was added to a final concentration of 1% (vol/vol), and the sample was incubated for 10 min at room temperature to aid in liberating membrane-bound proteins. Protein concentration was determined by Bradford assay (Thermo Fisher Scientific Cat. No. 23236), and the samples were normalized to the lowest concentration. To prepare for SDS-PAGE, approximately 20 µg or 40 µg of total protein for thecates or slow swimmers, respectively, was denatured with 4× Laemmli SDS loading buffer and incubated for 10 min at room temperature (note: 80°C caused membrane proteins to crash out, so room temperature incubation was essential). Samples were loaded into a Novex wedgewell 10% Tris-Glycine Mini Gel (Thermo Fisher Scientific Cat. No. XP00105BOX) along with a 1:10 diluted PageRuler Plus Prestained Protein Ladder (Thermo Fisher Scientific Cat. No. 26619). Gels were run at 225 V for 30 min, and afterward, the gel was transferred to a 0.45 µM nitrocellulose membrane (Bio-Rad Cat. No. 1620115) at 50 V for 30 min, and then 100 V for 60 min in transfer buffer (25 mM tris base; 192 mM glycine; 10% methanol) at 4°C. Afterward, the membrane was stained with total protein stain (LI-COR Biosciences Cat. No. 926-11010) and then imaged in the 700 nm channel with a 30 second exposure on a LI-COR Odysey Fc. Afterward, the membrane was blocked in LICOR Intercept Blocking Buffer (LI-COR Biosciences Cat. No. 927-70001) for 1 h at 37°C and then overnight at 4°C. The following day, the membrane was immunostained with FluoTag-X2 anti-ALFA LI-COR IRDye 800CW (NanoTag Biotechnologies Cat. No. N1502-Li800-L) diluted 1:10,000 in LI-COR PBS block plus 0.2% Tween-20 for 2 h at room temperature. (Note: both the LI-COR PBS block and anti-ALFA IRDye 800CW were essential for visualization; other blocks and fluorophores lead to significantly lower signal.) The membrane was washed 3× in PBST (PBS with 0.2% Tween-20) and then imaged in the 800 nm channel with a 10 min exposure. This western protocol was adapted from a previous study (115). The protocol link is https://dx.doi.org/10.17504/protocols.io.3byl4987zgo5/v1.

### Iron acquisition homolog identification and tree construction

We compiled a list of iron acquisition proteins from *Homo sapiens* (59) to search for in the *S. rosetta* genome. Putative homologs were identified through BLAST. For phylogenies, we retrieved the corresponding Pfam hidden Markov model (HMM) from Interpro (https://www.ebi.ac.uk/interpro/) (123). Using HMMER v3.4 (hmmer.org) (124), we searched proteomes from EukProt v3 (125), focusing on proteomes from “The Comparative Set” (TCS), which consisted of 196 species of phylogenetic relevance with high BUSCO completion. We supplemented the TCS with the transcriptomes of 18 choanoflagellate species (46) and other Holozoa and Fungi. To count the number of unique proteins that conformed to the HMM profile from “hmmsearch,” we aligned hits with “hmmalign” and retained only one sequence from hits with >99% identity (note: this was important for removing multiple isoforms and reference sequences from highly annotated genomes). We additionally filtered hits based on length with “esl-alimanip” to retain protein sequences that only possessed the HMM profile, which eliminated multidomain proteins that only had the HMM profile as one of its domains. We aligned sequences with MAFFT-DASH (69), removed sites that were uninformative or contained 90% gaps with ClipKIT (126) (kpic-gappy 0.9), and generated phylogenetic trees with IQ-TREE (127) using ModelFinder (128) to choose the appropriate substitution model for each set of protein alignments. This procedure was used to determine the phylogenetic relationships of Cytb561 paralogs (Fig. 4A), and the chosen substitution model was LG + F + R7. Trees were visualized with iTOL (129). Multiple sequence alignments were visually inspected and curated for supplemental figures using Jalview v2 (130). Cytb561 structure models were predicted with AlphaFold v3 (74) and visualized using UCSF ChimeraX (73).

### Gene distribution maps

#### Geographic detection of ASVs congeneric to *S. rosetta*

The identification of *S. rosetta* was determined using metaPR2 (88), a database of 18S rRNA metabarcodes. Using only the Tara Oceans V9 data set, we searched for *S. rosetta* and close relatives (Obazoa > Opithsokonts > Choanoflagellata > Choanoflagellatea > Choanoflagellatea_X > Choanoflagellatea_XX > Salpingoeca > Salpingoeca_rosetta). Locations where ASVs annotated as *S. rosetta* were collected and used for mapping. ASVs were aligned with mafft (69) and visualized with JalView (130).

#### Geographic Cytb561 homolog search

We searched for the abundance and location of choanoflagellate Cytb561 paralogs in MATOUv1 +G (for metagenomes) and MATOUv1 +T (for metatranscriptomes) databases through the Ocean Gene Atlas (85, 86). First, we performed a BLAST search (tblastn) using *S. rosetta* paralogs as the initial query with the following parameters: expected threshold E-values < 1^−10^, and abundance as percent of total reads. The resulting E-values table was downloaded for the unique IDs for each hit, and protein sequences were pulled for the corresponding IDs. The protein sequences were then placed into a tree by using the “Constrained Tree Search (-g)” option in IQ-TREE with the tree built for Fig. 4A as the initial input. Paralogs were assigned to Group A, Group B, or Group C based on the clade placement of the resulting tree. After establishing the phylogenetic placement, the unique identifiers from the MATOU data set were used to search the Ocean Gene Atlas with the same search criteria as above. Finally, the abundance matrix and environmental parameters tables were downloaded from the search results in Ocean Gene Atlas. From these tables, the abundance, sample sites, and site coordinates were pulled and mapped.

#### Map plotting

Maps were plotted with paralog abundances and coordinates, using matplotlib with modified scripts generated by ChatGPT (https://chat.openai.com).

## Data Availability

RNA sequencing data are available in the public repository NCBI Gene Expression Omnibus (GEO) database under requisition ID GSE267344.

How the deposited data were processed for this re-analysis (not part of the article)

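RNA of 12 cultures of *S. rosetta*, 3 each of slow swimmers, rosettes, fast swimmers, and thecates, was selected for poly-A and sequenced by the authors. The authors mapped the reads with kallisto to the Ensembl Protists release 58 transcriptome and quantified them with sleuth, whose versions the paper's text does not name. They deposited a table of 129984 rows, 1 for each of 10832 genes in each of the 12 libraries. No library was pooled, and each library was matched to its cell type and replicate by its label.

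The table holds 2 kinds of values. One is a normalized signal, the estimated count of reads of a gene, which the authors had divided by a size factor of the library before it was deposited. The other is the TPM, which had also been scaled, since a library sums to between 848412 and 1339140 over the listed genes. Neither column holds raw counts. The size factors of the counts were recovered from the smallest step between low values, and they ranged from 0.467 in rosette 3 to 2.20 in slow swimmer 3. The TPM sums of these 2 libraries, 970578 and 1014242, do not follow these factors, and what the TPM values were divided by was not established. Between 55.2% and 74.0% of the positive values of a library came within 0.1 of a whole read, which was taken as too few for a test on counts. Estimated counts need not be whole, so a count model on rounded values was not ruled out, but it was not run. A count model had been planned as the main test. Because the table holds no raw counts, the substitute planned for a table without counts, limma on TPM values, took its place. With the recovered size factors, the estimated reads on listed genes came to between 98.199% and 100.209% of the mapped reads of Table S1. In the 9 libraries of slow swimmers, rosettes, and fast swimmers, the recovered reads came to between 100.085% and 100.209% of the mapped reads. This excess is a lower bound of the error of recovery. The 3 thecate libraries, at 98.199% to 98.618%, fell short by more than this excess. Every listed gene had 5 or more estimated reads in at least 6 libraries, which is what a filter of 5 reads in 47% of libraries leaves. The paper's text names no filter. Of the listed genes, 10828 matched a locus tag of the RefSeq annotation of the same assembly, and 790 protein-coding genes of that annotation were not in the table.

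Differences between cell types were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 0.5), with 1 coefficient per cell type, all 12 libraries sharing an estimate of the spread with 8 residual degrees of freedom, and Benjamini-Hochberg adjustment over the 10832 genes. A gene was called at an adjusted *p* under 0.01 and a fold change above 2, as in the study. Thecates were also compared with the 9 other libraries as a group. An F test over the 9 libraries of slow swimmers, rosettes, and fast swimmers asked whether a gene differed among these cell types. Folds were also computed as ratios of mean TPM without a pseudocount. A fold against a group with 3 or fewer estimated reads in each library is given as a lower bound. Principal component analysis and PERMANOVA with exact permutation used log2(CPM + 1) from the normalized estimated counts, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and pandas 2.3.3. The PERMANOVA was one-sided over the 280 splits of 9 libraries, with a smallest possible *p* of 0.0036. The genes named are those the paper names, those picked by a rule fixed in advance, PTSG_09714 and PTSG_09716 as neighbours of *cytb561a*, and PTSG_11658. The rule took the 2 genes in each direction with the largest fold change among those called. It was applied to thecates and slow swimmers, fast swimmers and slow swimmers, and rosettes and slow swimmers. It required a mean of at least 5 TPM in the higher cell type and no overlap between replicates.

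The tests were tried on simulated data. With 200 of 10832 genes changed 4-fold, limma called 100% of them and 1 unchanged gene. The changed genes were drawn from those with ample expected reads, with the same spread between replicates for all genes (dispersion 0.03) and no outlying library. In the data, far more genes were called for thecates and slow swimmer 1 stood apart, so this recovery does not carry over to the real comparisons. With a batch that shifted replicate 1 of all 4 cell types, 95% were called without the replicate number as a block and 99.5% with it. In the data, only rosettes and slow swimmers deviated together. PERMANOVA by exact permutation on 2000 simulated genes gave *p* = 0.0036 in each of 20 runs with separate groups and a median *p* of 0.666 without groups.

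Replicates of a cell type differed by far more than the sampling noise of their estimated reads. The chi-square per degree of freedom between replicates ranged from 7.5 to 315.6, so no library was counted as a copy of another. Whether same-numbered libraries of different cell types deviated together was checked by the correlation across genes of their deviations from the mean of their cell type. For rosettes and slow swimmers, the correlations were between 0.719 and 0.819 for the 3 numbers, and the numbers were taken to pair these libraries on this basis, since neither the paper's text nor the labels describe a pairing. For the other pairs of cell types, at least 1 of the 3 correlations was at or below 0.1.

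The depth of the libraries set the precision of low values. A gene at 3 estimated reads, such as *cytb561a* in 2 of the slow swimmer libraries, has a large counting error, and genes near this floor have uncertain folds. Alternatives were tried for the values tested, the libraries in the fit, the replicate block, the depth, the thresholds, the pseudocount, the filter, the scaling, and the transformation behind the principal components. Gene ontology enrichment was left out, since the annotation used here holds no product names or ontology terms.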

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

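The tests of the filter, of neighbouring genes, and of the depth of the 42 genes in this part were chosen after the values they concern had been seen, and the scaling to the same total was added after the deposited values had been seen.

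A shortfall of reads on the listed genes appeared in thecates only, a signal in data the paper does not report. The estimated reads on listed genes fell short of the mapped reads of Table S1 by 1.382% in thecate 1, 1.801% in thecate 2, and 1.419% in thecate 3, with a median of 1.419%. In the 9 swimmer libraries, the listed genes instead held slightly more than the mapped reads, with differences between -0.209% and -0.085%. This excess is a lower bound of the error of recovering the reads, and the error could hide unlisted reads in the swimmers. The shortfall came to between 300442 and 425533 reads per thecate library. A filter that needs reads in at least 6 of 12 libraries is a candidate explanation, because 3 thecate libraries alone can never reach it. The table cannot decide it. Of the 68 genes with 5 reads in exactly 6 libraries, 49 had them in all 3 thecates, but libraries of a cell type go together with or without a filter, and the table holds none of the unlisted reads. What stays open is which genes these reads belong to, and whether reads from another organism contribute, which was not tested. No biological explanation was tested.

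A set of 42 genes outside those the paper discusses had few reads in thecates and was expressed in the swimmers. Each had under 5 estimated reads in each thecate library and a mean of at least 5 TPM over the 9 swimmer libraries, with a median of 13.5 TPM and a highest value of 355.2 TPM, for PTSG_07627. In thecates, 32 of them were under 1% of their mean TPM in the swimmers. PTSG_11658, named after its values were seen, was at 3.78 TPM in thecates and 9.66 TPM in the swimmers, and so was not near 0. Low depth does not account for 40 of the 42 genes, which at their mean level in the swimmers would have 20 or more reads in every thecate library, where the Poisson chance of under 5 reads is at most 1.7e-05. For the other 2 genes, too few reads were expected, and low depth cannot be told apart from lower expression. Stretches of the genome that differ in strain HD1, so that its reads do not map, are another technical explanation. Among the 42 genes there were 2 pairs of neighbours, compared with 0.21 on average in 10000 random sets of the same size drawn from the 2346 genes called lower in thecates at 5 TPM or more in the swimmers (permutation test, one-sided, *p* = 0.019). With 2 pairs, which had been noticed before the test, variation of the strain cannot be told apart from silencing in thecates, since all thecate libraries came from HD1 and no HD1 swimmer library was among the 12. Regulation by cell type or medium stays among the open explanations, as untested.

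Fast swimmers and slow swimmers differed at 267 genes, a comparison the paper does not report gene by gene. Of these, 105 were higher and 162 lower in fast swimmers, but without slow swimmer 1 there were 371 higher and 367 lower. By the rule for named genes, the largest increases were in PTSG_02396, with a log2 fold change of 2.56 (standard error 0.36, adjusted *p* = 0.0027 from limma), and PTSG_09442, with 2.74 (standard error 0.45, adjusted *p* = 0.0045 from limma). The largest decreases were in PTSG_00938, with -3.35 (standard error 0.54, adjusted *p* = 0.0044 from limma), and PTSG_01452, with -2.74 (standard error 0.20, adjusted *p* = 0.00026 from limma). For each of the 4 genes, all 3 fast swimmer libraries lay outside the range of the 3 slow swimmer libraries, which the rule for named genes requires. With each library left out in turn, PTSG_01452 kept its call in all 12 fits, and the other 3 lost it without slow swimmer 2, slow swimmer 3, fast swimmer 2, or fast swimmer 3. All 4 genes lost their call when only the 6 libraries of these cell types entered the fit, with adjusted *p* from limma between 0.0216 and 0.0323. Differences in sequencing depth do not account for most of the count of 267, since 220 genes were called after all libraries had been thinned to the smallest total. The authors' scaling of the TPM values does not account for most of it either, since 230 genes were called after each library was scaled to the same total. How many of the 267 genes were among these 220 or 230 was not examined. The count is nonetheless fragile. It was 0 when only the 6 libraries of these cell types entered the fit, 1 without fast swimmer 2 or without fast swimmer 3, 4 without slow swimmer 2, 43 without slow swimmer 3, 135 without thecate 2, 165 without rosette 3, 568 without fast swimmer 1, and 738 without slow swimmer 1. Fast swimmers were grown longer and warmed before harvest, and heat, culture age, and cell type cannot be separated in this design. These biological explanations stay open, as untested.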

How the results depend on the processing

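The alternatives described here were set before the data were examined, except for the pseudocounts of 0.1 and 1 TPM, the filter at a mean of 1 TPM, the scaling to the same total, the fit of the spread with a trend, and the replicate block with only 6 libraries, which were chosen after seeing the data. Where a result changed and no reason is given, the cause was not tested.

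The comparisons of thecates with the other cell types were stable in most settings. Between thecates and slow swimmers, 5370 genes were called, and the 12 alternatives gave from 2989 to 6691. The lowest value came from testing against a 2-fold change, which asks more of each gene than a filter on its estimate. That test gave 2989 genes for thecates and slow swimmers, 3011 for thecates and rosettes, 2409 for thecates and fast swimmers, and 2818 for thecates and the 3 other cell types together. With each library left out, the count for thecates and slow swimmers was from 5114 to 5647. Scaling each library to the same total changed the balance of directions. It moved the share of called genes that were higher in thecates from 51.8% to 37.4% against slow swimmers, from 52.0% to 35.2% against rosettes, and from 53.6% to 35.1% against fast swimmers, and the share higher in fast swimmers than in rosettes from 37.8% to 24.4%. The median shift of the log2 fold change under this scaling was -0.39, -0.468, and -0.445 for thecates against slow swimmers, rosettes, and fast swimmers. A change of a thecate gene that is smaller than this shift has no firm direction.

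Counts among the swimmers were sensitive. For fast swimmers and slow swimmers, with 267 genes, the count was 0 with only the 6 libraries of these cell types and 0 when tested against a 2-fold change (with 3620 genes at an unadjusted *p* under 0.05 in the fit of all 12 libraries), 485 with a fold change above 1.5, and 571 with an adjusted *p* under 0.05. It was from 1 to 738 across the 12 fits that each left out a library: 1 without fast swimmer 2 or 3, 4 without slow swimmer 2, 43 without slow swimmer 3, 135 without thecate 2, 165 without rosette 3, 568 without fast swimmer 1, and 738 without slow swimmer 1. For fast swimmers and rosettes, with 392 genes, it was 164 with only 6 libraries, 1 when tested against a 2-fold change, 671 with a fold change above 1.5, 841 with an adjusted *p* under 0.05, and from 48 to 715 with a library left out: 48 without fast swimmer 2, 61 without fast swimmer 3, 85 without rosette 2, 107 without rosette 3, 667 without fast swimmer 1, and 715 without slow swimmer 1. For the 3 swimming cell types together, with 221 genes, it was 142 with normalized estimated counts in place of TPM, 117 after thinning, 1484 with an adjusted *p* under 0.05, 547 with all 12 libraries in the fit, and from 0 to 632 with a library left out: 0 without slow swimmer 3, rosette 2, rosette 3, fast swimmer 2, or fast swimmer 3, 4 without slow swimmer 2, 120 without rosette 1, 486 without fast swimmer 1, and 632 without slow swimmer 1. Between rosettes and slow swimmers, 0 genes were called in each alternative and in each fit with a library left out, with 111 genes at an unadjusted *p* under 0.05 in the main comparison.

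With the replicate number as a replicate block over all 12 libraries, 168 genes were called between fast swimmers and slow swimmers, and 0 differed among the 3 swimming cell types. The numbers were taken to pair only rosettes and slow swimmers. For the other pairs of cell types the correlations of deviations ranged from -0.399 to 0.126, so there the libraries share only a number. For rosettes and slow swimmers, the replicate block with only their 6 libraries called 0 genes, with 935 genes at an unadjusted *p* under 0.05, compared with 97 in the fit of the 6 libraries without the block. The replicate block moved no other count of calls by more than 1.5 times. It changed no call of an iron gene between thecates and slow swimmers, although the adjusted *p* of *cytb561c* from limma moved from 0.111 to 0.0404. Values of the iron genes with the block for thecates against rosettes or fast swimmers are not reported here.

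The variance on the first principal component was 84.2%. It was 91.1% for TPM without a log, 96.5% for the 500 genes with the highest variance, 61.0% with each gene scaled to unit variance, and from 79.9% to 86.4% with a library left out. The pseudo-F among the swimmers was 2.94 and changed its side of 0.05 with log2(CPM + 0.1), at 2.92 (exact permutation test, one-sided, *p* = 0.0429). It ranged from 1.76 (without fast swimmer 2) to 5.05 (without slow swimmer 1) with a library left out, and the *p* of its other alternatives was between 0.0429 and 0.0714.

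The call of *cytb561a* held in all 9 alternatives, with log2 fold changes from 5.98 to 8.90, and in the 12 fits that left out a library, from 6.74 to 6.91. Its ratio of mean TPM was 111.2 with 0.5 TPM added to both means, because that amount exceeds its level in slow swimmers, and from 414.8 (without slow swimmer 1) to 759.6 (without slow swimmer 3) with a library left out. The depth limits this ratio, since 2 slow swimmer libraries had 3 reads each. The number of other iron genes called was 3 in all 9 alternatives and from 2 to 3 with a library left out. The log2 fold change of *fpn*, 0.03, was -0.0053 with normalized estimated counts and -0.35 after scaling to the same total, and from -0.049 (without slow swimmer 1) to 0.19 with a library left out. None of these passed the threshold. For *cofilin*, the range of the cell type means was 1.01 on the log2 scale after scaling to the same total (adjusted *p* = 0.000544 from limma), compared with 0.60 in the main comparison, and the adjusted *p* of its alternatives was between 0.000544 and 0.0279. Of the other single genes, 4 values lost their call in an alternative, and 15 lost it and 4 moved by more than their spread when a library was left out. The comparison of *cofilin* between thecates and slow swimmers, which was below 2-fold and not called, had an adjusted *p* from limma above 0.01 in 3 alternatives and in 6 of the 12 fits that left out a library.

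Not run were the size factors and the Wald test of a count model, the transformation with its size factors, and counts scaled by transcript length, because the table holds no raw counts or lengths. A filter less strict than the authors' could not be tried, and the filter of 5 reads in 47% of libraries removes no listed gene. The gene sets by keyword and the heat shock set were not run, because the annotation used here pairs no gene with a product name.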

Differences from the paper's values

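Of the paper's fold changes and shares of variance, those from its RNA-seq data were compared. In the main settings, none of them differed by more than 1.5 times from the values here. The paper's RT-qPCR folds of *cytb561a*, from PRA-390 cultures of both cell types, are smaller than the RNA-seq fold and were not compared. In other settings, the ratio of *cytb561a*, 502 in the paper, was 111.2 with 0.5 TPM added to both means and 759.6 without slow swimmer 3. The share of the second component, 7% in the paper's figure, was 1.8% for the 500 genes with the highest variance and 17.6% with each gene scaled to unit variance. It was from 11.4% to 11.7% without a thecate library. The *q* values that the paper states for *cytb561a*, *cytb561b*, *heph*, and *vit2* are smaller than the adjusted *p* from limma here, which were 7.96e-12, 0.0032, 6.86e-09, and 1.84e-06. For *vit1*, which the paper does not count among the genes that increased in thecates, the ratio of mean TPM was 1.614 with an adjusted *p* of 0.0013 from limma, below the 2-fold threshold. The alternative of scaling to the same total, chosen after seeing the values, gave an adjusted *p* of 0.114 from limma. The paper describes *cofilin* as steady across cell types, and here its mean was 1.505-fold higher in slow swimmers than in thecates, with an adjusted *p* of 0.0082 from limma. This comparison had an adjusted *p* above 0.01 with only the 6 libraries of the 2 cell types (0.0194), with the replicate number as a replicate block (0.0122), and after thinning (0.0109). After scaling to the same total, chosen after seeing the values, the log2 fold change was -1.01 with an adjusted *p* of 0.00017, which passes both thresholds. Across the 9 alternatives, the adjusted *p* from limma ranged from 0.00017 to 0.0194. The paper describes no clear difference between slow swimmers, rosettes, and fast swimmers, and here 267 genes were called between fast swimmers and slow swimmers and 392 between fast swimmers and rosettes. These counts are fragile. Between fast swimmers and slow swimmers, 0 genes were called with only the 6 libraries of these cell types and 0 when tested against a 2-fold change (with 3620 at an unadjusted *p* under 0.05 in the fit of all 12 libraries), and 1 without fast swimmer 2 or 3. Between fast swimmers and rosettes, 1 gene was called when tested against a 2-fold change and 48 without fast swimmer 2. The PERMANOVA over the 3 cell types gave *p* = 0.0714 (exact permutation test, one-sided).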

Other observations

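In this part, the tests of size factors, of RNA of fast swimmers, of the shared batch, and of the shift toward fast swimmers were chosen after the pattern had been seen.

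Slow swimmer 1 and rosette 1 lay apart from replicates 2 and 3 of their cell types and resembled each other. Against the mean of replicates 2 and 3, 929 genes were more than 2-fold higher and 441 lower in slow swimmer 1, and 352 were higher and 287 lower in rosette 1. Across genes, which are not independent replicates, the 2 deviations had a correlation of 0.82. Slow swimmers 2 and 3 differed by more than 2-fold at 43 genes. Sequencing depth is not the cause, since the correlation was 0.80 after thinning. The authors' size factors cannot produce the pattern alone, since 308 genes were more than 2-fold higher and 171 more than 2-fold lower in both libraries. RNA of fast swimmers cannot be the whole cause in slow swimmer 1, since 120 of the genes raised in it stood more than 2-fold above every fast swimmer library at 5 TPM or more. The genes raised in rosette 1 were not tested in this way. RNA of thecates is not seen, since 16 genes high only in thecates gained at most 0.0051% of their thecate level in the median. A batch shared by same-numbered cultures stays open. With the replicate number as a block, 935 genes had an unadjusted *p* under 0.05 between rosettes and slow swimmers, where chance gives 542, compared with at most 440 for the other 5 ways to pair the libraries. A shift along the difference between fast and slow swimmers is undecided. The deviation of rosette 1 correlated across genes at 0.69 with fast swimmers minus slow swimmers 2 and 3, but rosettes 2 and 3 deviate together with slow swimmers 2 and 3, so a shift common to these cultures enters both sides and raises the correlation by itself. The labels and the paper's text give no harvest dates.

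The expression of *cytb561c* also set slow swimmer 1 and rosette 1 apart. It was at 154.5 TPM in slow swimmer 1, 64.8 TPM in rosette 1, and 118.5, 60.9, and 49.6 TPM in fast swimmers 1, 2, and 3, but between 6.05 and 13.0 TPM in the other 4 slow swimmer and rosette libraries. The gene was picked for this part after its values had been seen. It was tested between the swimming cell types with the other iron genes and was not called. Its difference between slow swimmer 1 and rosette 1 and the other replicates was not tested.

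After scaling to the same total, *cofilin* was at 1708 ± 43.9 TPM (SD, n = 3) in slow swimmers, 1614 ± 102 TPM (SD, n = 3) in rosettes, 1239 ± 254 TPM (SD, n = 3) in fast swimmers, and 853 ± 87.2 TPM (SD, n = 3) in thecates.

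Other splits of the libraries were fitted to see how often they give as many genes. For thecates against the 3 other cell types, 1 of 100 splits, the real one, gave as many genes as the 5175 observed, and the highest other split gave 3. For the differences among the 3 swimming cell types, 3 of 100 splits gave at least the 221 genes observed. The other two gave 224 and 944 genes, and both kept the fast swimmers together and mixed slow swimmers with rosettes. Among the 50 splits drawn that part same-numbered slow swimmers and rosettes in all 3 pairs, as the real split does, 1 gave as many genes, the real one. With 3 libraries against 3 there are 10 splits, so a share under 0.05 cannot be reached. As many genes as in the real split of the 6 libraries came from 1 of 10 splits for thecates and slow swimmers (5188 genes), for thecates and rosettes (5428), for thecates and fast swimmers (4992), and for fast swimmers and rosettes (164). They came from 10 of 10 splits for rosettes and slow swimmers and for fast swimmers and slow swimmers, where the real split of the 6 libraries gave 0 genes.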
